# Glutamine modulates stress granule formation in cancer cells through core RNA-binding proteins

**DOI:** 10.1242/jcs.263679

**Published:** 2025-06-06

**Authors:** Gabriel P. Faber, Gilad Gross, Oz Mualem, Matan Y. Avivi, Hiba Waldman Ben-Asher, Orly Yaron, Noa Kinor, Orit Shefi, Rakefet Ben-Yishay, Dana Ishay-Ronen, Yaron Shav-Tal

**Keywords:** RNA FISH, Stress granules, Glutamine, Myc

## Abstract

Cytoplasmic stress granules (SGs) induced by various stresses have been linked to cancer and other disorders. Which active energy pathways are required for SG formation remains unclear. We used nutrient deprivation to show that glutamine is the sole amino acid source governing whether cancer cells form SGs. Metabolic profiling revealed the essential functions of glutamine and glucose in SG formation under limiting metabolic conditions. Providing glutamine during metabolic stress restored ATP levels in cancer cells and revived many essential gene expression patterns. *MYC*, a known regulator of the shift between glucose and glutamine metabolism, showed increased expression as cells moved to glutamine uptake. Inhibition of MYC prevented SG formation even with glutamine present and increased cell death after arsenite exposure. The RNA-binding proteins G3BP1 and G3BP2 (collectively G3BP1/2) were required for glutamine utilization, with G3BP1/2-knockout cells displaying a heavier reliance on glucose, yielding reduced cell survival and an inability to properly utilize glutamine. Altogether, we show that cancer cells require glutamine for SG formation under nutrient deprivation, and its absence reduces cell survival, lowering ATP levels below an energy threshold required for SG formation.

## INTRODUCTION

Cytoplasmic stress granules (SGs) are membraneless condensates that harbor translationally stalled mRNAs along with a wide variety of RNA-binding proteins (Anderson and Kedersha, 2006; Protter and Parker, 2016; Tian et al., 2020) and have been linked to a variety of diseases (Wang et al., 2022a). Included among the proteins found in SGs are those that are part of machinery essential for returning transcripts to polysomes for active translation, such as initiation factors and ribosomal subunits (Campos-Melo et al., 2021). Although other cytoplasmic bodies, such as processing bodies (PBs), are microscopically visible under normal conditions, SGs only form upon the induction of certain cellular stresses (Erickson and Lykke-Andersen, 2011; Riggs et al., 2020). The stressors induce SG formation through the integrated stress response (ISR) pathway, which can activate four different kinases, all of which phosphorylate eIF2α, thereby stalling translation (Ivanov et al., 2019). Altogether, SGs represent a cohesive class of granules, but their contents and function are dictated by the stress and environment in which they were induced (Aguilera-Gomez et al., 2017).

SGs form through liquid–liquid phase separation (LLPS), a process driven by protein–protein, RNA–protein, and RNA–RNA interactions (Angel et al., 2024; Protter and Parker, 2016; Riggs et al., 2020). The resultant multivalent structure of the condensates has distinct stages of assembly and contains many proteins. Central among the proteins is the RNA-binding protein G3BP1, a modulator of the core of the SG structure (Hofmann et al., 2021; Jain et al., 2016; Wheeler et al., 2016). Microtubules (MTs) are also thought to play a role in the dynamics of SG formation, with studies showing that disruption of the microtubule network completely abolishes SG formation (Ivanov et al., 2003; Kolobova et al., 2009; Kwon et al., 2007). It has further been suggested that the interactions of proteins with free tubulin negate their ability to form fully mature SGs (Chernov et al., 2009). Other studies have found that there is an increased number of smaller, more dispersed granules featuring impaired fusion and slower movement due to a lack of anchoring to MTs and loss of their retrograde movement when MTs are disrupted (Fujimura et al., 2009; Nadezhdina et al., 2010). The accepted model is that SGs slide along MTs to fuse and form larger granules, and in the absence of MTs, small granules nucleate via hindered diffusion (Chernov et al., 2009; Maucuer et al., 2018). Taken together, SGs are formed, maintained and recruit proteins through a complex network of interactions, some of which are MT dependent (Fujimura et al., 2009).

Other studies have examined the energy dependence of the SG assembly pathway. Super-resolution imaging has been used to uncover the SG core and to highlight ATP-dependent remodelers as conserved components of SGs (Aguilera-Gomez et al., 2017). It has been further demonstrated that ATP plays a role in SG assembly and dynamics in some situations, although the dynamic exchange of factors entering and exiting the granules is still observed upon ATP depletion (Jain et al., 2016). Another study has shown how the use of an ATP mimetic inhibitor interferes with SG maturation rather than with their formation (Eum et al., 2020). Chronic glucose starvation has also been reported to induce SG formation (Reineke et al., 2018), and SGs that form after severe glucose deprivation show different shapes and compositions compared to canonical SGs (Wang et al., 2022b). A theoretical model has suggested that ATP is continuously hydrolyzed to prevent SG formation, as a sort of energy ‘insurance plan’, such that only a little additional ATP is required to initiate SG assembly when cells are exposed to stress, when energy is expected to be in short supply and the timing of stress onset is unpredictable (Wurtz and Lee, 2018).

The role of amino acids in SG formation is still little understood. One study has shown that restraining glutamine availability limits SG formation in KRAS-driven pancreatic cancer, which is thought to limit chemoresistance (Mukhopadhyay et al., 2020). Cancer cells are known to be ‘addicted’ to glutamine, with the oncoprotein MYC ensuring the uptake and consumption of high amounts of glutamine (Altman et al., 2016; Hensley et al., 2013; Wise et al., 2008). In the present study, we looked for stress conditions that would abolish the formation of SGs and reduce cancer cell survival. We examined how depriving cancer cells of energy by interfering with their glutamine and glucose metabolic pathways, and the ATP they produce, would affect SG formation and cell survival. We found that when we combined amino acid (AA) starvation with a chemotherapy used to disrupt the cytoskeleton of cancer cells, we could prevent SG formation entirely. AA starvation had a pronounced effect on the amount of SG formation, whereas the absence of MTs changed SG morphology. Interestingly, when a single AA, glutamine, was returned to the cell culture during AA starvation, SGs returned to almost full abundance. AA-starved cells show enhanced expression of *MYC*, which is essential for proper utilization of glutamine. MYC inhibition prevented SG formation even with glutamine present, and increased cell death after arsenite exposure. We show that glutamine is crucial for cell viability under stress, and that its utilization for successful energy production requires the presence of G3BP1 and G3BP2 (collectively denoted G3BP1/2) proteins. Specially, we found that glutamine supports the generation of mitochondrial ATP, which is required for SG formation. However, neither glutamine nor glucose alone could supply the required energy levels, and both were needed for a successful stress response and for promoting cell survival. Altogether, we demonstrate not only that glutamine modulates SG formation under energy-limited conditions, but also that MYC and core SG proteins are involved in the shift to glutamine uptake during stress and contribute to cell survival.

## RESULTS

### Glutamine availability regulates SG formation in cancer cells

Cancer cells can form SGs under a variety of stresses. It has been suggested that the formation of SGs could protect cancer cells from the stressors. We sought to determine stress conditions that would negate SG formation and thus reduce cell survival under stress. We focused on nutrient deprivation, a characteristic of the tumor environment, in conjunction with chemotherapy administration. Known stressors that can lead to SG formation in cancer cells are chemotherapies, such as the vinca alkaloid microtubule-disrupting agent Vinblastine (VBL) (Bartoli et al., 2011; Chernov et al., 2009; Fujimura et al., 2012; Ivanov et al., 2003; Nadezhdina et al., 2010; Schwed-Gross et al., 2022; Szaflarski et al., 2016; Wang et al., 2020). Destabilizing the microtubule network is expected to reduce cell survival of proliferating cancer cells, and VBL is employed in SG research given that the granules are known to move along microtubules which are essential for fusion of small SGs (Fujimura et al., 2009; Nadezhdina et al., 2010, Maucuer et. al., 2018). Sodium arsenite rapidly induces SG formation (0.5 mM) (Fig. 1A). VBL (300 nM) did not induce SG formation on its own (Fig. S1A). When given with arsenite, VBL did not halt SG formation, yet the granules formed were smaller and more dispersed throughout the cytoplasm compared to those formed in the presence of arsenite alone (Fig. 1A; Fig. S1A). We have previously shown that combining chemotherapy treatment with additional agents could alter SG assembly and/or disassembly and affect cell viability (Schwed-Gross et al., 2022). Specifically, vinca alkaloids given together with glucocorticoids were shown to enhance SG formation. Looking for a treatment that would instead limit SG formation when given together with vinca alkaloids, we chose to examine how interfering with cellular energy production pathways would affect SG formation.

**Fig. 1.**
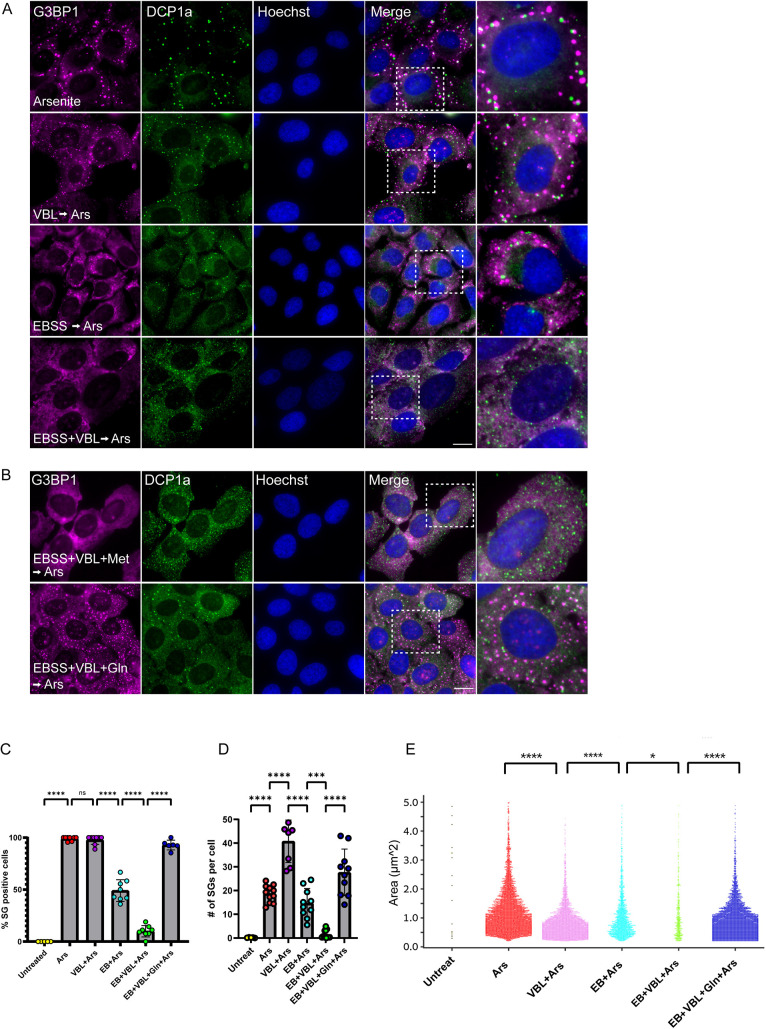
**Characterizing SG formation after metabolic and structural disruptions.** (A) Arsenite (Ars)-treated U2OS cells were stained by immunofluorescence with anti-G3BP1 as a SG marker (magenta) and anti-Dcp1a as a PB marker (green). Cells were supplemented with additional treatments of VBL to disrupt MTs or starved of AAs with EBSS medium. Together, these treatments prevented SG formation. Hoechst 33342 DNA stain is shown in blue. Dashed boxes indicating regions shown in the enlargements. (B) Cells treated with EBSS and VBL before arsenite, with either methionine (Met) or glutamine (Gln) added to the cell medium. Cells supplemented with glutamine showed a return of SGs to the cytoplasm, whereas the addition of other AAs had no effect. Scale bars: 20 µm. (C) Quantification of the population of SG-positive U2OS cells under the different treatment conditions. Data shown as mean±s.d., *n*=3 biological replicates with each circle indicating a field of cells. Data analyzed using one-way ANOVA with Tukey's post hoc test (ns, not significant, ****P<0.0001). (D) Counting of SGs in cells during the various treatments indicating number of SGs per cell. Data analyzed using one-way ANOVA with Tukey's post hoc test (***P<0.001, ****P<0.0001). Data shown as mean±s.d., *n*=3 biological replicates with each circle indicating a field of cells. (E) Swarm plots show individual SGs marked as a single point for each treatment. Each plot is distributed by size (area; µm^2^) of the SG. Glutamine supplementation showed not only a return of SG abundance, but specifically small SGs, given the presence of VBL in the culture. Number of granules were quantified for each treatment (*n*=3), 60–80 cells were analyzed for each group, with ∼6500 granules analyzed using two-tailed paired *t-*test (*P<0.05, ****P<0.0001).

Cancer cells require a high uptake of metabolites, including amino acids (AAs) (Butler et al., 2021). Because of this demand, nutrient deprivation is a key feature of the tumor microenvironment, which can yield metabolite-induced stress and even cell death (DeBerardinis and Chandel, 2016; Endicott et al., 2021; Green et al., 2014). We therefore examined how the lack of AAs would affect SG assembly under stress, especially when treated in tandem with the chemotherapy VBL. First, U2OS cells were starved for AAs by culturing in EBSS medium, which lacks AAs, for 18 h before exposure to arsenite. Serum was not added, because FBS supplementation is sufficient to prevent the cells from experiencing metabolic stress. AA starvation using EBSS medium impaired arsenite-induced SG formation, marked by a ∼50% reduction in SG-positive cells and an overall lower number of SGs per cell compared to that seen in unstarved cells (control) (Fig. 1A). Given that AA starvation can synergistically strengthen the efficacy of some chemotherapy treatments (Butler et al., 2021), the cells were simultaneously VBL-treated and AA-starved, leading to a further reduction in arsenite-induced SG formation, which ceased almost entirely (Fig. 1A). AA starvation or VBL treatment alone did not lead to SG formation (Fig. S1B). We also examined PBs under these conditions; these were detected, demonstrating that other cytoplasmic bodies were still capable of forming. Altogether, these findings suggest that AA starvation and VBL each moderately alter the ability of the cell to respond to stress and form SGs, but when combined, the metabolic and structural or cytoskeletal stressors significantly impair SG formation in a synergistic manner unseen with either treatment alone.

To identify the metabolites essential for SG formation, different AAs were reintroduced into the AA-depleted medium. Only the addition of glutamine completely restored SG formation, despite the lack of other essential AAs, and the microtubule network being dismantled (Fig. 1B; Fig. S2). Counting the SGs formed in fixed (Fig. 1C–E) and live cells (Fig. 2A,B), showed that under normal growth conditions, almost all cells were positive for SGs (Fig. 1C), with ∼20 SGs formed per cell during arsenite treatment (Fig. 1C,D). VBL treatment increased their numbers to ∼40 per cell, but their average size was reduced (∼1–2.5 µm versus <0.5 µm in diameter, respectively) (Fig. 1C–E). This indicates a lack of SG fusion due to the inability to anchor to and move along microtubules (Chernov et al., 2009; Nadezhdina et al., 2010). Cells that were AA-starved before arsenite addition were ∼50% positive for SGs in the cell population, with 10–15 SGs per cell. That number plummeted when cells were treated with both stressors, and AA-starved+VBL-treated cells were only ∼10% positive for SGs. Cells that did succeed in forming SGs, made very few (∼5). Reintroducing glutamine, significantly increased the number of SGs and the percentage of SG-positive cells, but did not affect SG size (Fig. 1C–E). The finding that the glutamine-restored plot in Fig. 1E (SG size) resembled that of the VBL-treated plot, demonstrates that glutamine can restore the energy-related characteristics of SGs, rather than the structural ones. Cells that received the different treatments, but without arsenite, did not form SGs (Fig. S1B). Imaging of SG formation in living cells expressing GFP–IGF2BP3 confirmed SG formation in most of the cells exposed to arsenite under control conditions, whereas AA-starved+VBL-treated cells formed very few granules (Fig. 2). In contrast, AA-starved cells formed SGs in ∼50% of the cells, and in VBL-only treated cells, 100% of the cell population formed SGs. However, ∼75% of the cells that were replenished with glutamine showed SG formation upon arsenite addition (Fig. 2A,B; Movies 1–3; a summary of treatments and their effect on SG formation can be found in Table S1). Altogether, this implies that glutamine influences SG formation through a metabolic pathway that is independent of cytoskeletal integrity, and that glutamine is capable of single handedly restoring the SG phenotype in nutrient-depleted cells.

**Fig. 2.**
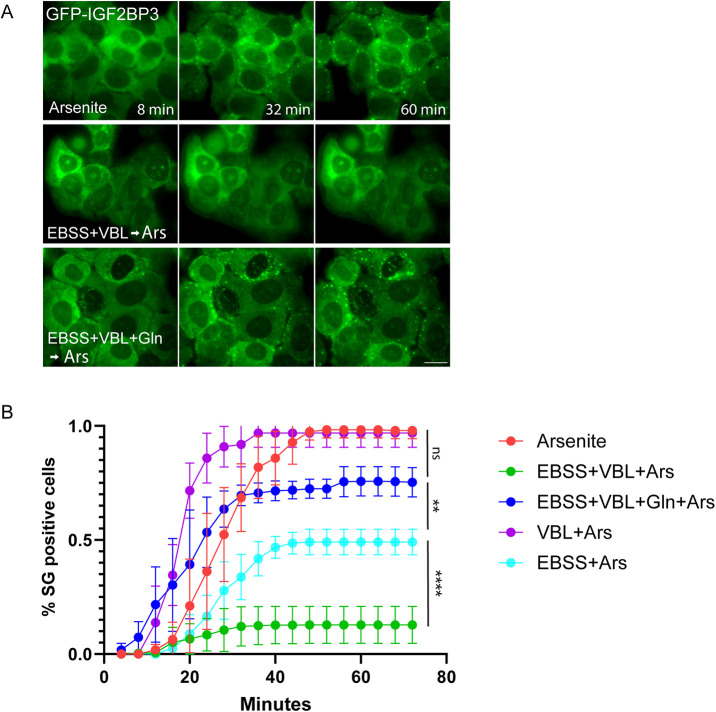
**Following the kinetics of SG formation in living cells.** (A) Quantification of SG formation in live-cell movies. Frames from movies of GFP–IGF2BP3-expressing cells imaged for 68 min every 4 min showing the formation of SG-positive cells over time during arsenite (Ars) treatment alone, during AA starvation+VBL, and during rescue by glutamine. Glutamine supplementation rescued SG formation in most cells. Scale bar: 20 µm. (B) Graph showing the percentage of SG-positive cells over the course of each treatment. Data shown as mean±s.d., *n*=4. Data were analyzed using two-tailed paired *t-*test (ns, not significant; **P<0.01; ****P<0.0001).

Given that many types of cancer cells are addicted to glutamine, we assessed whether the recovery of SG formation upon glutamine supplementation was unique to cancer cell biology (Fig. 3). This was achieved by subjecting cancerous human breast epithelial cells (MCF7) and similar non-cancerous breast epithelial cells (MCF10A) to the above treatments and to glutamine recovery. We identified SG formation in both cell lines after exposure to arsenite. Conversely, both cell lines showed significantly reduced numbers of SGs after an AA-starvation and VBL combination treatment. However, the cancerous MCF7 cells did recover SG formation after glutamine was reintroduced to the cell culture, whereas the MCF10A cells did not (Fig. 3A). Similar results were obtained for other human and murine cancerous and non-cancerous lines (Fig. S3). The effect of glutamine was also examined in human-derived airway organoids generated from non-cancerous lung tissue, and in A549 human lung carcinoma cells (Fig. 3B). Taken together, our findings show that cancer cells uniquely utilize glutamine for the formation of SGs under starvation and oxidative stress.

**Fig. 3.**
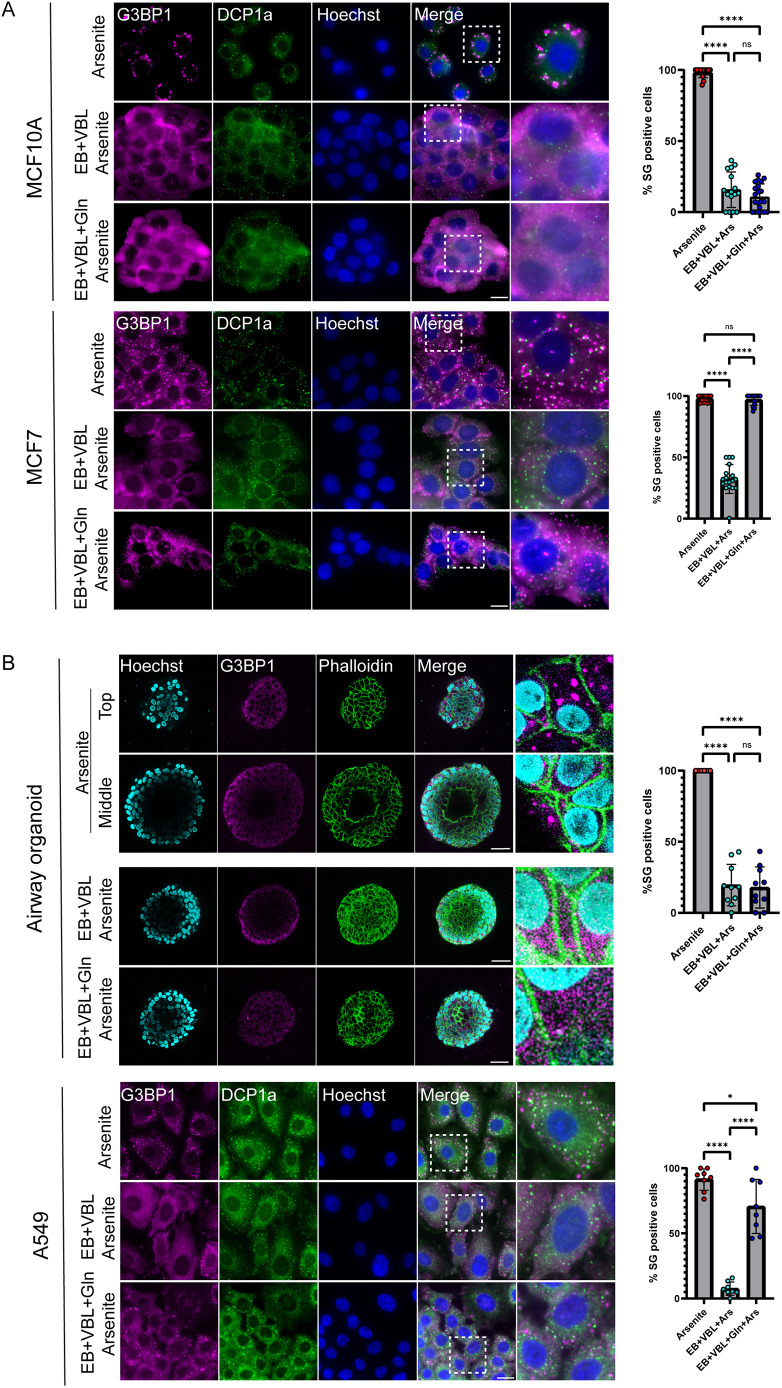
**Cancer cells show reliance on glutamine for SG formation under starvation conditions.** (A) MCF7 and MCF10A cells treated with arsenite or EBSS (EB)+VBL followed by arsenite, with or without glutamine, then stained by immunofluorescence with anti-G3BP1 as a SG marker (magenta) and anti-Dcp1a as a PB marker (green). Only the cancerous MCF7 cells showed SG formation after glutamine supplementation. Hoechst 33342 DNA stain is shown in blue. Dashed boxes indicating regions shown in the enlargements. Scale bars: 20 µm. (B) Human primary-derived airway organoids treated with arsenite or EBSS+VBL followed by arsenite, with or without glutamine, were stained with anti-G3BP1 as a SG marker (magenta). Phalloidin staining of actin (green) was used to detect the cell outline. Top panels show an airway organoid treated with arsenite, showing the top and middle of the organoid with a lumen visible inside the organoid sphere. Scale bars: 36 µm. Bottom panel shows the starved groups, where no difference in the number of stress granules could be seen between those with and without the addition of glutamine. Scale bar: 40 µm. A549 lung adenocarcinoma cells were subjected to the same treatments as above. Cancer cells showed recovery of the SG population after addition of glutamine. Scale bar: 20 µm. For the presented quantifications, data shown as mean±s.d., *n*=3 of the cell population that was positive for SGs. Data were analyzed using one-way ANOVA with Tukey's post hoc test (ns, not significant; *P<0.05; ****P<0.0001).

### Glutamine recovery prompts global gene rewiring to contend with cellular stress

Given that SG formation is one of the many ways cells contend with stress, we applied RNA sequencing to investigate the global changes in the stress response to AA starvation and glutamine rescue. 

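RNA from U2OS cells, a human osteosarcoma line, was sequenced after depletion of ribosomal RNA, in 3 libraries for each of the 3 treatment groups. Ars cells received arsenite, an oxidative stressor that induces SGs. EBSS+VBL+Ars cells (starved cells) were first kept for 18 h in EBSS, a salt and glucose medium without AAs or serum, with 300 nM VBL (vinblastine, a drug that disrupts microtubules), and then received arsenite. EBSS+VBL+Gln+Ars cells (glutamine-recovered cells) had glutamine added to the same treatment. Lack of AAs, lack of serum and VBL were given together, and no library separates them. Changes with starvation, as named below, are therefore those of the combined treatment and cannot be assigned to 1 part of it. The 18 h come from the sample labels and are the lower end of the range that the paper gives for VBL. The paper gives arsenite as 0.25 mM in its methods and as 0.5 mM in its results, for 50 min in its methods and 45 min in Table S1, and the labels give 50 min with no dose. One further library came from untreated cells and had no replicate. The paper describes libraries prepared for each group without saying whether they came from separate cultures, so p-values measure only the spread between these libraries, which may be technical.

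According to the paper's methods, the authors aligned reads to hg38 with STAR, counted them with HTSeq and normalized them with DESeq2. The deposited values are normalized counts, in which each gene's count is divided by the size factor of its library. Every value was a whole multiple, within 0.01 reads, of what 1 read was worth in its library, so the counted reads could be recovered. They were 5914439 to 7019842 reads per Ars library (median 5921048), 3538017 to 4993421 per EBSS+VBL+Ars library (median 4928495), 4452208 to 6323628 per EBSS+VBL+Gln+Ars library (median 4578939) and 5302037 in the untreated library. These are the reads counted on genes, not all reads sequenced. RN7SL1, the RNA component of the signal recognition particle, took 14.1 to 19.9% of the reads of Ars libraries, 11.7 to 20.2% of those of EBSS+VBL+Ars libraries and 7.88 to 16.7% of those of EBSS+VBL+Gln+Ars libraries.

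From there, log2(normalized count + 1) was tested with limma over the 9 replicated libraries for the 12971 of 60671 genes with a mean of at least 10 normalized counts. Differentially expressed genes met the paper's thresholds, an adjusted p under 0.05 (Benjamini-Hochberg) and a change of at least 1.5-fold. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. On simulated libraries of the same depth with 200 changed genes, 71.9% of 2-fold changes and 22.4% of 1.5-fold changes were found between EBSS+VBL+Ars and Ars. Between EBSS+VBL+Gln+Ars and EBSS+VBL+Ars the shares were 76.6% and 24.2%. Many more genes were called in the data, where the shares found may differ. Gene lists were tested with camera from limma, which assumes a correlation of 0.01 between the genes of a list, and again with an estimated correlation. At 0.01, camera called 24 lists between EBSS+VBL+Ars and Ars and 18 between EBSS+VBL+Gln+Ars and EBSS+VBL+Ars. Splits of the libraries that mix the groups still gave up to 19 in each. These splits keep part of the difference between the groups, so 19 is not a chance level. With an estimated correlation 5 and 0 lists were called, so p-values at 0.01 alone are weak support. Fry, which asks another question, whether the members of a list move one way on balance, called 38 and 26. The paper does not state whether reads were counted by strand, so genes that overlap an antisense gene are uncertain.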

Gene ontology enrichment analysis of the NGS data was performed on genes that were either significantly upregulated or downregulated in arsenite-treated cells (control) compared to the AA-starvation+VBL-treated cells prior to the arsenite treatment (Fig. 4A,B; Table S2). 

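Starved cells differed from Ars cells in a large part of the transcriptome. Of the 12971 genes tested, 5548 were differentially expressed, 2791 higher and 2757 lower in EBSS+VBL+Ars than in Ars cells, and of these 1438 and 1541 changed at least 2-fold. The largest rises, among differentially expressed genes with a mean of at least 100 normalized counts, were led by secreted signalling proteins. CCL3, a chemokine that attracts monocytes, lies on chromosome 17 of hg38 from 36088256 to 36090169. It rose from 1.27 ± 0.66 (SD, n = 3) to 693 ± 88.9 (SD, n = 3) normalized counts, a log2 fold change of 8.29 (standard error 0.19, adjusted p = 1.14e-16 from limma) that depends on the pseudocount because the Ars values are near 0. The cytokine IL24 rose from 2.52 ± 2.25 to 302 ± 39.9 normalized counts and the chemokine CCL4 from 1.35 ± 0.512 to 183 ± 12.3. The untreated library, with no replicate, had 23.8 normalized counts of CCL3, 7.61 of IL24 and 1.90 of CCL4. TRIB3, a pseudokinase induced by AA shortage, rose from 249 ± 13.1 to 6150 ± 901 normalized counts, or 4.61 on the log2 scale. Also among the 10 largest rises were TRAF1, OLAH, the sphingosine-1-phosphate transporter SPNS2, OSCAR, the chemokine CXCL8 and the tight junction protein CLDN1.

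The largest falls included ID1 and ID3, inhibitors of helix-loop-helix transcription factors. ID1 fell from 2310 ± 279 to 117 ± 7.52 normalized counts, a log2 fold change of -4.29 (standard error 0.12, adjusted p = 5.08e-15 from limma), and ID3 from 1750 ± 168 to 110 ± 26.0. SKP2, which targets cell cycle inhibitors for degradation, fell from 346 ± 5.46 to 22.5 ± 8.48 normalized counts, and the linker histone gene H1-1 from 3160 ± 370 to 325 ± 52.0. TUBA3C, an alpha-tubulin gene, fell from 1430 ± 40.3 to 159 ± 21.9, and it may share reads with near-identical copies. The transcription factor genes FOXS1 and RARG, the ephrin receptor gene EPHB3, DAAM2 and MN1 made up the rest of the 10 largest falls. In 60.0% of the genes tested the 3 libraries of one group lay above all 3 of the other, where chance gives 10%. With the libraries rescaled to equal totals, 2076 genes were higher and 3617 lower, and with only genes of a mean of at least 50 tested, 3635 were differentially expressed.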

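Genes of the response to AA shortage rose together in starved cells. Of 27 targets of ATF4, the transcription factor that is translated when AAs are scarce, 26 were higher in EBSS+VBL+Ars than in Ars cells and none was lower (camera, adjusted p = 3.86e-17, and 0.0293 with an estimated correlation). SESN2, an inhibitor of the growth kinase mTORC1, rose from 514 ± 58.4 (SD, n = 3) to 5240 ± 763 (SD, n = 3) normalized counts, and DDIT3, a pro-apoptotic transcription factor also known as CHOP, from 58.3 ± 6.95 to 575 ± 63.8. Of 34 autophagy genes, 17 were higher and 2 lower (camera, adjusted p = 0.000273, and 0.0453 with an estimated correlation). MAP1LC3B, which encodes the autophagosome membrane protein LC3B, rose from 217 ± 9.96 to 1150 ± 230 normalized counts, a log2 fold change of 2.38 (standard error 0.13, adjusted p = 2.39e-11 from limma). The autophagy receptor gene SQSTM1 rose by 1.71 on the log2 scale, and GABARAPL1, a relative of LC3B, by 1.56.

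Lysosomal genes followed, with 16 of 33 higher and 4 lower. The camera adjusted p of this list was 0.000462, and it was lost with an estimated correlation (adjusted p = 0.0875). Among them, the chloride transporter gene CLCN7 rose to 3230 ± 448 normalized counts and the cholesterol transporter gene NPC1 from 101 ± 17.9 to 486 ± 59.2. Of 14 mitophagy genes, 6 were higher and none was lower, and the list as a whole did not pass the test (camera, adjusted p = 0.227), though it did with no filter on low values (adjusted p = 0.0254).

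Pro-apoptotic genes went both ways, with 10 of 28 higher and 6 lower. Their camera adjusted p was 0.165, and the list passed the test with no filter on low values (adjusted p = 0.0207) and with DESeq2 on recovered reads (adjusted p = 1.48e-06). CASP4, an inflammatory caspase, rose from 71.6 ± 5.2 to 426 ± 78.2 normalized counts, a log2 fold change of 2.54 (standard error 0.14, adjusted p = 2.36e-11 from limma). The death receptor gene TNFRSF10B rose from 270 ± 2.17 to 1110 ± 136. Of 24 p53 targets, 10 were higher and 3 lower, among them CDKN1A, a cell cycle inhibitor, which rose by 1.56 on the log2 scale. The camera adjusted p of the p53 list was 0.0400, and 0.362 with an estimated correlation. It was also lost without Ars replicate 2 (0.0505), without EBSS+VBL+Ars replicate 3 (0.0610), with quantile normalization (0.0686) and with a minimum mean of 50 (0.0560). Counts for each of these lists were the same when adjusted over the list alone.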

Many genes associated with autophagy, apoptosis and cell death were highly enriched in the AA-starved cells. 

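Cytokine genes and genes of the NF-kB pathway, which controls inflammation, were higher in starved cells. Of 21 such genes, 16 were higher in EBSS+VBL+Ars than in Ars cells and 2 were lower (camera, adjusted p = 1.01e-07, and 0.0293 with an estimated correlation). RELB, an NF-kB subunit, rose from 154 ± 9.28 (SD, n = 3) to 2280 ± 133 (SD, n = 3) normalized counts, a log2 fold change of 3.88 (standard error 0.12, adjusted p = 9.53e-15 from limma). Another subunit, NFKB2, rose from 507 ± 56.7 to 2600 ± 213. TRAF1, a signalling adaptor of TNF receptors, rose from 9.95 ± 1.07 to 777 ± 134 normalized counts, and the neutrophil chemokine CXCL8 from 4.60 ± 2.37 to 122 ± 19.8.

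Of 16 immediate early genes, 14 were higher and none was lower (camera, adjusted p = 1.29e-06), a call that was lost with an estimated correlation (adjusted p = 0.295). FOSL1, an AP-1 transcription factor, rose from 293 ± 8.71 to 1810 ± 182 normalized counts, and EGR1 from 1280 ± 169 to 6070 ± 804. Interferon-stimulated genes went the other way, with 1 of 10 higher and 7 lower. Their camera adjusted p was 0.0242, and 0.139 with an estimated correlation. OAS3, an antiviral enzyme, fell from 113 ± 6.63 to 33.2 ± 11.3 normalized counts. Counts for these lists were the same when adjusted over the list alone. Of 12 markers of blood cells, none reached a mean of 10 normalized counts, and their sum was at most 8.84 normalized counts in a starved library.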

Many immune and cytokine pathways were also upregulated. In contrast, genes related to the cell cycle, growth and metabolism were severely repressed, confirming that the cells were in an acute state of stress and metabolic depletion.

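Genes of DNA replication were lower in starved cells. Of 42 such genes, 36 were lower in EBSS+VBL+Ars than in Ars cells and none was higher (camera, adjusted p = 3.0e-15, and 0.0453 with an estimated correlation). MCM6, a subunit of the replicative helicase, fell from 254 ± 2.94 (SD, n = 3) to 60.1 ± 1.36 (SD, n = 3) normalized counts, a log2 fold change of -2.06 (standard error 0.14, adjusted p = 4.39e-10 from limma). TYMS, which makes thymidylate for DNA, fell from 1390 ± 95.0 to 421 ± 48.9. Of 32 mitosis genes, 16 were lower and none was higher (camera, adjusted p = 5.98e-06), including the kinesin gene KIF20A, which fell by 1.90 on the log2 scale. The call was lost with an estimated correlation (adjusted p = 0.234). Among 23 DNA repair genes, 14 were lower and 1 was higher (camera, adjusted p = 7.56e-05, and 0.126 with an estimated correlation). BRIP1, a helicase of cross-link repair, fell from 138 ± 9.89 to 44.6 ± 12.9 normalized counts.

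Many genes of lipid synthesis were lower as well. Of 23 genes of cholesterol synthesis and uptake, 17 were lower and none was higher (camera, adjusted p = 3.21e-05, and 0.107 with an estimated correlation). DHCR7, the last enzyme of one branch of that pathway, fell from 1100 ± 43.1 to 458 ± 99.6 normalized counts. Of 18 fatty acid synthesis genes, 12 were lower and 1 was higher, with a camera adjusted p of 0.000171, and 0.0535 with an estimated correlation. The desaturase genes FADS2 and SCD fell by 2.23 and by 1.90 on the log2 scale. For energy metabolism, 7 of 23 oxidative phosphorylation genes were lower (camera, adjusted p = 0.000198, and 0.283 with an estimated correlation) and 5 of 21 TCA cycle genes were lower (camera, adjusted p = 0.00641, and 0.321 with an estimated correlation), with none higher in either list. NDUFB10, a subunit of respiratory complex I, fell from 304 ± 20.3 to 124 ± 1.31 normalized counts, and the TCA cycle enzyme IDH2 from 199 ± 23.8 to 65.1 ± 7.67. Glycolysis genes went both ways, with 3 of 20 higher and 10 lower (camera, adjusted p = 0.165, and 0.0255 with DESeq2 on recovered reads). HK2, a hexokinase, rose from 87.2 ± 6.51 to 443 ± 56.5 normalized counts while LDHA, which makes lactate, fell from 2350 ± 130 to 916 ± 146. Counts for all of these lists were the same when adjusted over the list alone. From the repression of genes of the cell cycle, growth and metabolism, the paper concludes that the cells were under acute stress and depleted of metabolites.

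**Figure D1:**
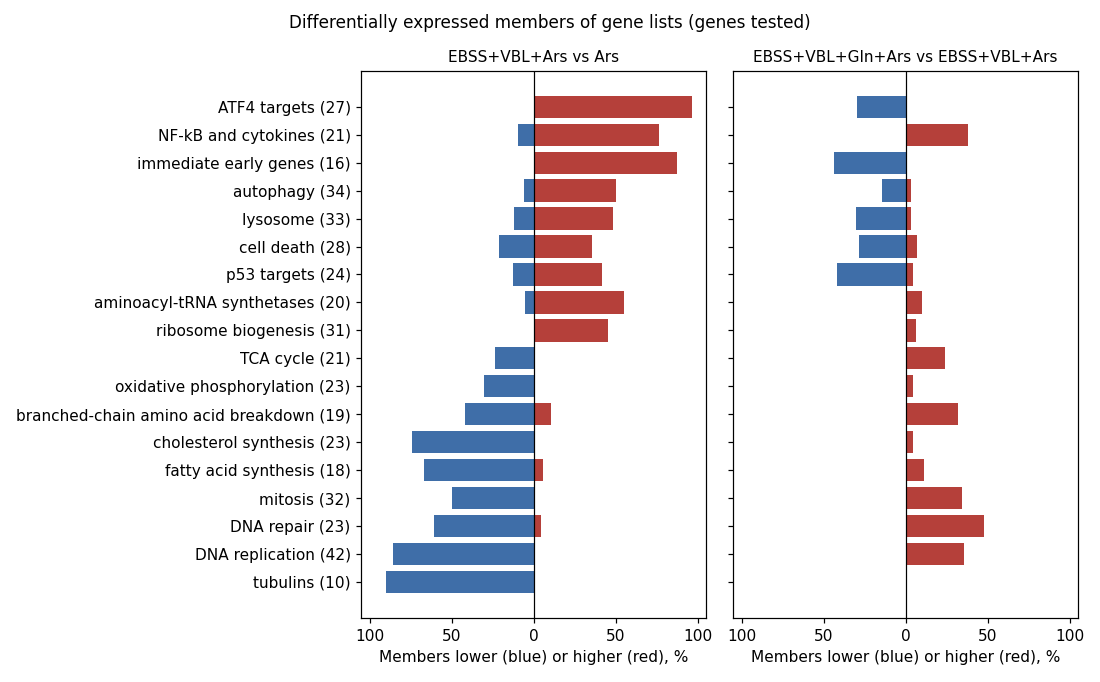
Share of the tested members of 18 gene lists that were differentially expressed (limma, adjusted p under 0.05 and at least 1.5-fold), with the number of genes tested in brackets. Bars to the right (red) give the percentage of members that were higher and bars to the left (blue) the percentage that were lower, for EBSS+VBL+Ars against Ars cells and for EBSS+VBL+Gln+Ars against EBSS+VBL+Ars cells. After starvation with VBL, 26 of 27 ATF4 targets were higher and 36 of 42 DNA replication genes were lower.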

**Fig. 4.**
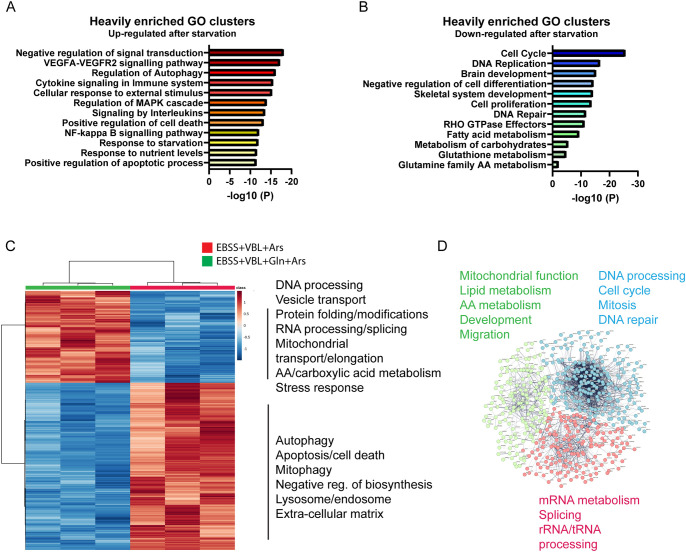
**Gene enrichment analysis after glutamine rewiring.** (A,B) Gene Ontology (GO) networks upregulated (red scale) and downregulated (blue scale) after AA starvation+VBL and arsenite, compared to arsenite-treated U2OS cells. Upregulated genes indicate the cells are in a highly stressed state, and repressed genes are related to growth, development and metabolism. (C) Heatmap indicating the top 1000 most heavily changed genes in AA-starvation+VBL treated cells compared to those supplemented with glutamine. Many of the processes restarted after glutamine supplementation are the same pathways downregulated after starvation. (D) STRING network cluster analysis showing genes upregulated after glutamine recovery. Genes cluster into three main groups; DNA and cell cycle, RNA processing and metabolism and development. Results obtained for *n*=3 libraries prepared for each treatment group.

An examination of the change in the gene expression profile before and after the glutamine recovery revealed large clusters of both upregulated and downregulated genes (Fig. 4C; Table S3). 

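Adding glutamine changed fewer genes than starvation with VBL did. Between EBSS+VBL+Gln+Ars and EBSS+VBL+Ars cells 2201 of the 12971 genes were differentially expressed, 1096 higher and 1105 lower with glutamine, and 332 and 231 of them by at least 2-fold. KRT75, a keratin gene, showed the largest rise among differentially expressed genes with a mean of at least 100 normalized counts, from 387 ± 30.1 (SD, n = 3) to 1420 ± 31.8 (SD, n = 3), a log2 fold change of 1.87 (standard error 0.10, adjusted p = 3.38e-09 from limma). EFEMP1, an extracellular matrix protein, rose from 38.8 ± 11.4 to 114 ± 6.56 normalized counts and TPM1, an actin-binding tropomyosin, from 332 ± 57.3 to 875 ± 51.2. SKP2, which had fallen with starvation, rose to 58.2 ± 4.67, and GINS2, a subunit of the replicative helicase, rose from 48.8 ± 13.4 to 126 ± 11.6. MAP3K7CL was also among the 10 largest rises, as were the histone gene H4C9 and the repeat copies DUX4L17 and DUX4L19, which may share reads with near-identical genes.

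The largest fall was that of IL24, which was at 69.1 ± 7.45 normalized counts with glutamine, a log2 fold change of -2.11 (standard error 0.32, adjusted p = 0.000113 from limma). FLNC, which cross-links actin filaments, fell from 28800 ± 3160 to 7760 ± 1050 normalized counts, the collagen gene COL5A3 from 310 ± 65.2 to 91.2 ± 17.3, and CAVIN1, which shapes caveolae, from 7200 ± 581 to 2510 ± 117. SPNS2 fell from 391 ± 43.9 to 134 ± 17.3. LRRC20, ALOXE3, SNHG10, ATG2A and MAD1L1 completed the 10 largest falls.

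The change with glutamine went with the GC content of the transcripts. Across genes, which are not independent replicates, the Pearson correlation of the log2 fold change with GC content was -0.39, against 0.07 for the change with starvation. The median GC content was 42.7% for genes higher with glutamine and 58.1% for genes lower, against 49.6% for all genes tested. After this trend was removed from each library, a correction chosen after seeing the data, 1660 genes were differentially expressed and 1302 of the 2201 kept their call. With the libraries rescaled to equal totals the median of all genes moved by 0.28 on the log2 scale, and 2836 genes were higher and 330 lower with glutamine.

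**Figure D2:**
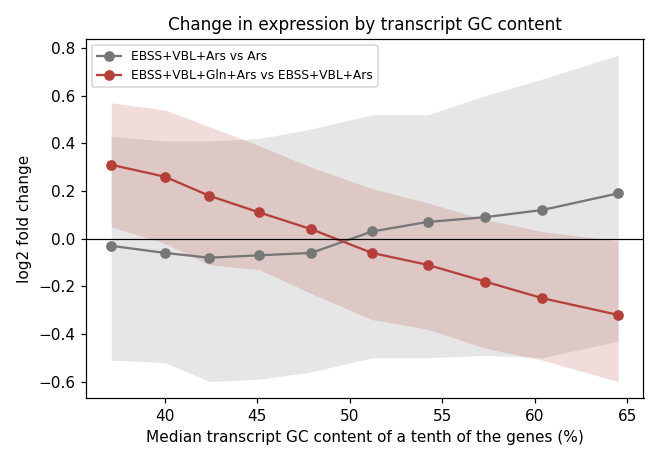
Median log2 fold change (points) and quartiles (shaded) of the genes tested, divided into 10 equal parts by the GC content of their transcripts, with the median GC content of each part on the horizontal axis in percent. With glutamine (red, EBSS+VBL+Gln+Ars against EBSS+VBL+Ars) the medians run from 0.31 at a GC content of 37.1% to -0.32 at 64.5%, and with starvation (grey, EBSS+VBL+Ars against Ars) from -0.03 to 0.19.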

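Among the 1000 genes with the smallest p from limma between glutamine-recovered and starved cells, 331 were higher and 669 lower with glutamine. Their median change was 0.95 on the log2 scale for the genes that were higher and -0.79 for those that were lower. KRT75 had the smallest p, followed by LRRC20 and CAVIN1, with log2 fold changes of -1.55 and -1.51. The largest adjusted p among the 1000 was 0.00173, and 917 of them also changed by at least 1.5-fold. The split depends on the scaling of the libraries, since with equal totals 848 of the 1000 genes were higher with glutamine.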

The heatmap shows the top 1000 altered genes. 

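Some of the genes that copy and divide the genome were higher in glutamine-recovered than in starved cells, and the calls of their lists were lost with an estimated correlation. Of 42 DNA replication genes, 15 were higher and none was lower (camera, adjusted p = 7.01e-09, and 0.140 with an estimated correlation). MCM6 was at 138 ± 21.3 (SD, n = 3) normalized counts with glutamine, a log2 fold change of 1.18 from starved cells (standard error 0.14, adjusted p = 1.28e-05 from limma). CDC6, which loads the helicase onto DNA, rose from 71.6 ± 16.8 to 162 ± 11.7 normalized counts. Of 32 mitosis genes, 11 were higher and none was lower (camera, adjusted p = 5.37e-05, and 0.368 with an estimated correlation). NDC80, which ties chromosomes to the spindle, rose from 178 ± 41.8 to 363 ± 35.7, and HMMR, a spindle protein, from 53.1 ± 20.2 to 135 ± 8.13. DNA repair genes showed 11 of 23 higher and none lower (camera, adjusted p = 2.95e-05, and 0.211 with an estimated correlation). FANCD2, a protein of DNA cross-link repair, rose from 74.8 ± 30.4 to 150 ± 14.8 normalized counts.

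For RNA processing, 4 of 32 splicing genes were higher with glutamine and 1 was lower (camera, adjusted p = 0.871). The lower gene, SF3A1, was under 1.5-fold with libraries rescaled to equal totals (log2 -0.31), with quantile normalization (-0.32), with edgeR (-0.58), after removal of the GC trend (-0.55), without EBSS+VBL+Ars replicate 1 or 2 and without EBSS+VBL+Gln+Ars replicate 1 (-0.58 each). SF3B1, 1 of the higher genes, was under 1.5-fold after removal of the GC trend (0.50). EFTUD2 was called lower after removal of the length trend (-0.59) and without EBSS+VBL+Ars replicate 3 (-0.63). Of 13 genes of the RNA exosome, which degrades and trims RNA, 5 were higher and none was lower (camera, adjusted p = 0.215). EXOSC7 rose from 51.6 ± 6.79 to 88.4 ± 6.79 normalized counts and EXOSC9 from 54.0 ± 11.6 to 93.2 ± 11.3, while EXOSC4 was at 679 ± 112 and 473 ± 87.5 and did not reach 1.5-fold, though it was called lower without EBSS+VBL+Ars replicate 1 (log2 -0.67) and without EBSS+VBL+Gln+Ars replicate 2 (-0.64). Of 31 ribosome biogenesis genes 2 were higher and none was lower (camera, adjusted p = 0.231, and 0.00255 with quantile normalization). Of the 13 replication-dependent histone genes listed and tested, which do not include H4C9, none was higher and 1 was lower (camera, adjusted p = 0.696). H2AC13 was called higher with libraries rescaled to equal totals (log2 0.62) and with quantile normalization (0.67), and H2BC5 was called lower without EBSS+VBL+Gln+Ars replicate 2 (-0.67). Counts for these lists were the same when adjusted over the list alone.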

The reintroduction of glutamine led to the activation of pathways related to metabolism, cell cycle, mitosis, RNA processing and DNA synthesis. Downregulated pathways were autophagy, cell death and biosynthesis. 

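Lysosomal genes were lower in glutamine-recovered than in starved cells, with 10 of 33 lower and 1 higher (camera, adjusted p = 1.29e-05, and 0.131 with an estimated correlation). ATP6V0D1, a subunit of the proton pump that acidifies lysosomes, fell to 598 ± 43.1 (SD, n = 3) normalized counts with glutamine, a log2 fold change of -1.06 (standard error 0.11, adjusted p = 5.53e-06 from limma). CLCN7 was at 1360 ± 167 normalized counts with glutamine, and the calcium channel gene MCOLN1 fell from 308 ± 40.1 to 146 ± 20.6. Of 34 autophagy genes, 5 were lower and 1 was higher (camera, adjusted p = 0.0351, and 0.219 with an estimated correlation). The autophagy call was also lost with libraries rescaled to equal totals (adjusted p = 0.0699), with quantile normalization (0.0812), without EBSS+VBL+Ars replicate 1 (0.0721) and without EBSS+VBL+Gln+Ars replicate 2 (0.0754). The lipid transfer protein gene ATG2A fell from 2840 ± 428 to 1000 ± 153 normalized counts and ATG9A, its partner in the growth of the autophagosome membrane, from 734 ± 119 to 347 ± 29.1.

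Of 28 pro-apoptotic genes, 8 were lower and 2 higher (camera, adjusted p = 0.0411, and 0.334 with an estimated correlation). This call was also lost without EBSS+VBL+Ars replicate 3 (adjusted p = 0.0802) and without EBSS+VBL+Gln+Ars replicate 1 (0.0508) or 3 (0.0535). DDIT3 was at 288 ± 13.8 normalized counts with glutamine, a log2 fold change of -0.99 (standard error 0.13, adjusted p = 2.91e-05 from limma), and TRIB3 at 2970 ± 484. Of 24 p53 targets, 10 were lower and 1 was higher (camera, adjusted p = 0.000394, and 0.241 with an estimated correlation). PHLDA3, which restrains the survival kinase AKT, fell from 1200 ± 149 to 477 ± 74.8 normalized counts, and the secreted stress cytokine GDF15 from 540 ± 66.6 to 227 ± 30.2.

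The genes that respond to AA shortage and supply AAs went partly the same way. Of 27 ATF4 targets, 8 were lower and none was higher (camera, adjusted p = 0.00138), a call that was lost with quantile normalization (adjusted p = 0.0812) and with an estimated correlation (adjusted p = 0.273). Of 16 transporters of AAs other than glutamine, 4 were lower and 1 was higher (camera, adjusted p = 0.0104, and 0.368 with an estimated correlation), and the glycine transporter SLC6A9 fell from 1150 ± 189 to 610 ± 66.4 normalized counts. Aminoacyl-tRNA synthetases, which load AAs onto tRNAs, did not pass the test, with 2 of 20 higher and none lower (camera, adjusted p = 0.531, and 0.000715 with quantile normalization). Counts for these lists were the same when adjusted over the list alone.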

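Of the 5548 genes that were differentially expressed between EBSS+VBL+Ars and Ars cells, 1489 (26.8%) were called in the opposite direction with glutamine. Another 84 (1.51%) were called in the same direction. At any size, called or not, 4488 (80.9%) had a change of opposite sign, part of which may arise from the shared EBSS+VBL+Ars libraries. Of the 1489, 972 were no longer differentially expressed between EBSS+VBL+Gln+Ars and Ars cells, 511 still were in the direction of starvation and 6 were in the opposite one. FLNC was at 7470 ± 1000 (SD, n = 3) normalized counts in Ars cells, CAVIN1 at 3760 ± 190 and CDC6 at 262 ± 37.2. ID1 was at 114 ± 12.6 normalized counts with glutamine and SKP2 was among the genes that rose again. Over all 5548 genes the median share of the change undone was 34.2%, and 3186 (57.4%) were still differentially expressed against Ars cells in the glutamine-recovered cells.

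The share reversed was 26.7% of the rises and 27.0% of the falls, and 11.8% and 47.1% with libraries rescaled to equal totals. Of 2791 genes higher with starvation, 744 were lower with glutamine, where independent lists of these sizes would share 238, and of 2757 genes lower with starvation, 745 were higher with glutamine, where independent lists would share 233. Because both comparisons use the same 3 EBSS+VBL+Ars libraries, opposite changes arise by chance. The correlation of the 2 sets of log2 fold changes across genes, which are not independent replicates, was -0.56, and simulated groups with no change gave -0.50 (range -0.51 to -0.47 over 20 simulations). The covariance was -0.272, the simulated one -0.0269 and their difference -0.245. In the same simulations a mean of 0.05 genes was called between EBSS+VBL+Ars and Ars, and a mean of 0 was reversed. With no starvation effect simulated, almost no gene could be called or reversed. These counts therefore do not tell how many of the 1489 reversals arose from the shared libraries.

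**Figure D3:**
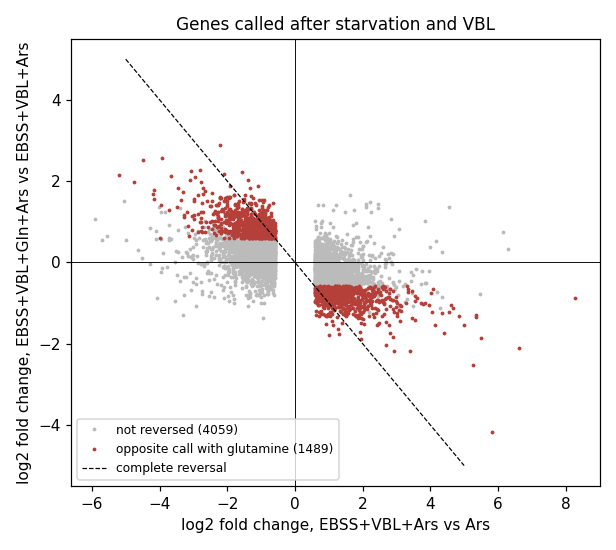
Log2 fold change with glutamine (vertical, EBSS+VBL+Gln+Ars against EBSS+VBL+Ars) against log2 fold change with starvation (horizontal, EBSS+VBL+Ars against Ars) for the 5548 genes differentially expressed with starvation, each point a gene. The 1489 genes in red were differentially expressed in the opposite direction with glutamine. The other 4059, in grey, include opposite changes that were not called, and the dashed line marks complete reversal. The axes share the EBSS+VBL+Ars libraries.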

Glutamine partially reversed the pathways upregulated or downregulated by AA starvation. Thus, besides promoting an increase in available energy, the addition of glutamine alone can dictate a whole variety of cellular processes linked to the stress response. This analysis demonstrates the larger cellular context in which SGs operate and highlights other elements that contribute to cell survival after glutamine recovery.

### Glutamine and glucose are both essential for SG formation

A K-means cluster analysis (STRING network analysis) showed dense clusters of upregulated genes after glutamine addition (Fig. 4D; Table S4). One network consisted of genes related to metabolism, AA synthesis, carboxylic acids and the TCA cycle, as well as migration and various components of cellular development (Fig. S4A). 

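Several genes of the TCA cycle, the mitochondrial pathway that burns carbon from glucose and glutamine, were higher in glutamine-recovered than in starved cells, with 5 of 21 higher and none lower (camera, adjusted p = 0.00608, and 0.401 with an estimated correlation). IDH2 was at 145 ± 5.98 (SD, n = 3) normalized counts with glutamine, a log2 fold change of 1.15 from starved cells (standard error 0.14, adjusted p = 2.31e-05 from limma). SUCLG2 rose from 75.1 ± 16.8 to 140 ± 20.6 normalized counts and SUCLA2, another subunit of succinyl-CoA synthetase, from 25.1 ± 1.34 to 46.6 ± 6.79. Breakdown of branched-chain AAs, which feeds the cycle, showed 6 of 19 genes higher and none lower (8 higher when adjusted over the list alone; camera, adjusted p = 0.000334, and 0.131 with an estimated correlation). ALDH6A1 rose from 39.7 ± 4.53 to 92.2 ± 12.5 normalized counts and MCCC2 from 115 ± 14.5 to 214 ± 12.5. Of 12 enzymes that make or use glutamine, 1 was higher and 2 were lower (camera, adjusted p = 0.555).

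Of 16 fatty acid oxidation genes, 3 were higher and none was lower (camera, adjusted p = 0.0944), with HADH rising from 18.4 ± 6.37 to 52.0 ± 6.99 normalized counts. That list passed the test with libraries rescaled to equal totals (adjusted p = 0.0436), with no filter on low values (0.0152), with quantile normalization (0.0222) and with DESeq2 on recovered reads (0.0157). Glycolysis genes, with 20 tested, had 3 higher and 1 lower (camera, adjusted p = 0.612, and 0.0177 with quantile normalization). Among 23 oxidative phosphorylation genes 1 was higher and none was lower (camera, adjusted p = 0.0122), and the call was lost with an estimated correlation (adjusted p = 0.558), without EBSS+VBL+Ars replicate 3 (0.0682) and without EBSS+VBL+Gln+Ars replicate 1 (0.0611). The single gene was NDUFA8, a subunit of respiratory complex I, which rose from 23.6 ± 12.8 to 49.4 ± 8.2.

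Genes of the cytoskeleton and of migration, represented by 18 targets of SRF and YAP, had 4 higher and 2 lower (camera, adjusted p = 0.0104, and 0.241 with an estimated correlation). TAGLN, an actin-binding protein, rose from 1280 ± 108 to 2520 ± 56.4 normalized counts and the contractile protein gene CNN1 from 243 ± 14.6 to 423 ± 18.3. Of 23 extracellular matrix genes 5 were higher and 5 lower (camera, adjusted p = 0.827). LOX, which cross-links collagen, rose from 62.1 ± 16.4 to 146 ± 9.41 normalized counts and TIMP1, an inhibitor of matrix proteases, fell from 12000 ± 600 to 4720 ± 142. Of 10 skeletal development genes limma called 1 higher and none lower (camera, adjusted p = 0.793). The higher gene was RUNX2 (log2 0.63), which was under 1.5-fold after removal of the GC trend (0.49). BMP2 was called lower by edgeR (log2 -0.62), and by limma with quantile normalization (-0.70), with only the 2 groups compared (-0.61) and without Ars replicate 1 or 2 (-0.61 each), and ALPL and BMPR1B were called higher with libraries rescaled to equal totals (0.61 and 0.91). Apart from the branched-chain AAs, counts were the same when adjusted over the list alone.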

Finding that glutamine was required for SG formation uniquely in cancer cells and establishing that many metabolic pathways were altered by glutamine supplementation, led us to investigate specific changes in metabolic responses and energy generation driven by glutamine, and the effect on SG formation in cancer cells.

First, other stressors were tested under the starvation and glutamine recovery conditions to confirm that the effects observed were not exclusively linked to potential metabolic effects of arsenite. ER stress (thapsigargin) and another oxidative stress (hydrogen peroxide; H_2_O_2_) led to no SG formation for AA-starved+VBL-treated cells. Under these conditions the cells succeeded in forming SGs after the addition of glutamine (Fig. S5A,B). Next, we examined the pathways that generate ATP. Cellular energy demands are mainly supplied by ATP generation through glycolysis or mitochondrial respiration. Notably, glutamine is a major energy source in cancer cells and an important supplier of the TCA cycle (Ardawi and Newsholme, 1983; Newsholme et al., 1985; Reitzer et al., 1979). As cancer cells are also highly dependent on glucose (DeBerardinis and Cheng, 2010; Jin et al., 2023), in addition to the influence of glutamine, we also tested the effect of glucose-generated ATP on SG formation, by treating cells 20 min before arsenite addition with 2-deoxy-glucose (2DG, 20 mM) a glucose analog that cannot be utilized by the cell and limits glycolysis-generated ATP. In AA-starved and VBL-treated cancer cells that were then treated with glutamine and 2DG, SGs did not form (Fig. 5A). In addition, when ATP synthase was inhibited with oligomycin A, the addition of glutamine did not result in SG formation due to lack of ATP synthesis (Fig. 5A). 2DG alone did not noticeably impair SG formation, suggesting that limiting glycolysis does not affect SG formation on its own (Fig. 5A). Altogether, we find that when rescuing SG formation with glutamine under AA-starvation conditions, glycolysis inhibition halts SG formation, despite glutamine being present. These results show that glucose and glutamine metabolism are intertwined, and both pathways are essential for SG formation under energy-limited conditions.

**Fig. 5.**
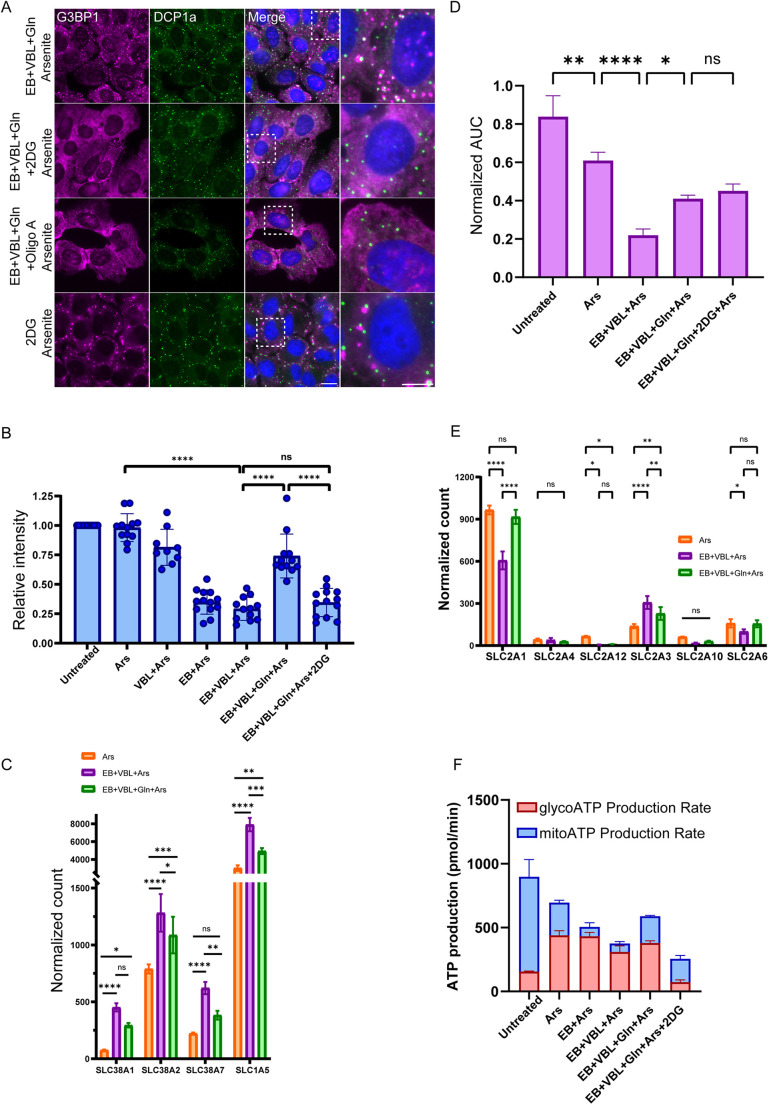
**Metabolic profile of cells during starvation and glutamine recovery show requirement of dual input of glutamine and glucose.** (A) U2OS cells were AA-starved (EBSS, EB)+VBL, along with glutamine and then arsenite, followed by immunofluorescence staining with anti-G3BP1 as a SG marker (magenta) and anti-Dcp1a as a PB marker (green). Additional ATP inhibitors were added to the cell culture. 2-deoxy-glucose (2DG) completely inhibited SG formation in glutamine recovered cells, the addition of oligomycin A had the same effect. Hoechst 33342 DNA stain is shown in blue. Images representative of three repeats. Scale bar: 20 µm. (B) ATP measurements under the different treatment conditions show significant increase in ATP levels after glutamine supplementation in starved cells (*n*=10). (C) NGS profile of glutamine uptake transporters show an increase of the transporters in AA-starved and glutamine-recovered conditions. (D) NBDG glucose uptake assay showed a decrease in glucose uptake following arsenite exposure, a steep decline after AA-starvation (EB)+VBL treatment, but an increase after glutamine supplementation (*n*=3). AUC measures 9.3 min retention time signal, normalized to cell number. (E) NGS profile of glucose uptake transporters. Transporters decreased in starved conditions and rose again with the addition of glutamine. All analyses in B–E presented as mean±s.d., *n*=3, except in B where *n*=10 with statistical analysis undertaken using nested one way-ANOVA with Tukey's post hoc test (*P<0.05, **P<0.01, ***P<0.001, ****P<0.0001, ns, not significant). (F) Seahorse XF ATP rate assay for quantifying ATP levels originating from glycolytic (red) and mitochondrial (blue) fractions (mean±s.d., *n*=3). Glutamine increased overall ATP levels, but exclusively from the mitochondrial fraction.

### Uptake of glutamine affects glucose uptake for energy production

Before identifying the specific effects of these metabolites on SG formation, we first needed to discern the general effects of glutamine and glucose on energy levels in the cancer cells using ATP quantification assays. Untreated and arsenite-treated cells showed similar ATP levels, indicating that arsenite alone does not significantly lower energy levels (Fig. 5B). Cells treated with both VBL and arsenite showed a moderate decrease in ATP levels. The decline was far more pronounced in cells exposed to AA starvation and arsenite. The reintroduction of glutamine to these cells increased their ATP levels significantly. When glucose metabolism was subsequently impaired in these cells by the addition of 2DG, ATP levels again declined even though glutamine was added (Fig. 5B). Control conditions with the treatments alone but without arsenite are shown in Fig. S4B. Of note, the ATP levels in the treated cells during glutamine recovery (Fig. 5B) were double those of cells with glucose but no glutamine (i.e. in AA-starved cells) and those of cells with glutamine but no glucose (i.e. glutamine rescued and 2DG treated). This means that neither glutamine nor glucose alone can fully supply the energy demands of stressed cells and suggests that an energy threshold must be crossed to allow SG formation.

Given that cells under stress would need to enhance glutamine uptake to supply ATP requirements, we examined the expression levels of all major glutamine uptake transporters using the transcriptomics information obtained above from the AA-starved and glutamine-recovered cells, and arsenite-treated cells (Fig. 5C). Higher expression levels were detected and, notably, the premier glutamine transporter SCL1A5 had almost three-fold higher expression than other transporters. This increase was also observed on the protein level (Fig. S6A). This implies that when energy levels fall due to the AA starvation stress, cancer cells respond by increasing the expression of glutamine transporters as a means to maximize glutamine intake in order to meet its metabolic demands.

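SLC1A5, the main importer of glutamine, lies on chromosome 19 of hg38 from 46774883 to 46788594. It rose from 3020 ± 312 (SD, n = 3) normalized counts in Ars cells to 7900 ± 753 (SD, n = 3) in starved cells, which is 2.62-fold, with a log2 fold change of 1.39 (standard error 0.12, adjusted p = 7.20e-09 from limma). The largest rise among the glutamine transporters was that of SLC38A1, from 75.8 ± 5.5 to 451 ± 35.7 normalized counts, a log2 fold change of 2.56 (standard error 0.12, adjusted p = 4.14e-12 from limma). SLC38A7, a lysosomal glutamine exporter, rose from 222 ± 9.44 to 621 ± 53.7. SLC38A2 rose from 789 ± 40.0 to 1280 ± 165 normalized counts, a log2 fold change of 0.69 that was 0.51 with libraries rescaled to equal totals and 0.37 with quantile normalization. In starved cells SLC1A5 had 17.5 times the normalized counts of SLC38A1, 12.7 times those of SLC38A7 and 6.17 times those of SLC38A2, in values not divided by transcript length.

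All 4 of these genes, which Fig. 5C shows, were higher after starvation, also when adjusted over the list alone. Of the 16 AA transporters outside Fig. 5C, 9 were higher and 4 lower, also when adjusted over the list alone (camera, adjusted p = 0.0103, and 0.283 with an estimated correlation). SLC7A5, which imports leucine in exchange for glutamine, rose from 3680 ± 401 to 15400 ± 1430 normalized counts, and the arginine and lysine transporter SLC7A1 from 429 ± 19.9 to 1960 ± 69.1.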

The finding that inhibiting glycolysis alone does not affect SG formation, but that this inhibition does negate the rescue by glutamine (Fig. 5A,B), suggests that glucose metabolism towards ATP production must also be involved in SG formation, and that glucose uptake might be a limiting factor. To quantify glucose uptake levels in stressed cells, a glucose uptake assay that relies on fluorescently labeled glucose (NBDG) was applied to the various treated and untreated cells. Untreated cells exhibited high glucose uptake levels, which declined upon exposure to arsenite (Fig. 5D), as expected (Castriota et al., 2020). Interestingly, AA-starved+VBL-treated cells showed very low glucose uptake, whereas the glutamine-recovered cells showed significantly elevated glucose uptake, although lower than that of the arsenite-treated cells. This indicates that glutamine not only promotes its own uptake but also increases the uptake of glucose.

Previous studies have shown a metabolic rewiring to glutamine under starvation conditions (Le et al., 2012; Wise et al., 2008; Yuneva et al., 2007). The sequencing data obtained showed a significant decrease in the major glucose uptake transporter SLC2A1 under AA starvation conditions (Fig. 5E), which resulted in lower levels of glucose uptake and ATP production. 

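SLC2A1, the gene of the glucose transporter GLUT1, lies on chromosome 1 of hg38 from 42925353 to 42958893. It was at 965 ± 31.6 (SD, n = 3) normalized counts in Ars cells and fell to 607 ± 64.0 (SD, n = 3) in starved cells. This is a log2 fold change of -0.67 (standard error 0.10, adjusted p = 2.09e-05 from limma), and all 3 starved libraries were below all 3 Ars libraries.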

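Of the other glucose transporters, SLC2A3 had the highest level in starved cells. It rose from 139 ± 15.2 (SD, n = 3) normalized counts in Ars cells to 307 ± 46.0 (SD, n = 3), a log2 fold change of 1.14 (standard error 0.15, adjusted p = 4.43e-06 from limma). SLC2A12 fell from 67.3 ± 1.93 to 5.45 ± 2.19 normalized counts and SLC2A10 from 62.3 ± 1.88 to 15.8 ± 6.17. SLC2A4, the insulin-regulated transporter, was at 43.2 ± 6.93 and 39.3 ± 15.0 normalized counts and did not pass the test (adjusted p = 0.554 from limma). SLC2A6 fell from 158 ± 29.5 to 100 ± 15.7, a log2 fold change of -0.65 that was under 1.5-fold without Ars replicate 2 (-0.51) and without EBSS+VBL+Ars replicate 1 (-0.52). Of the 6 glucose transporters of Fig. 5E, SLC2A1 included, 1 was higher and 4 were lower, also when adjusted over the list alone (camera, adjusted p = 0.0998). That p was 0.0363 with no filter on low values and 0.0412 with DESeq2 on recovered reads. The paper shows these genes for the same libraries, so none of these p-values is independent support.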

Other less significant transporters had relatively low levels of expression. Altogether, the data suggest that very low levels of metabolites, and subsequently low energy levels, drive the cell to invest significant assets in glutamine uptake, even at the expense of glucose uptake.

### ATP output from glycolysis and mitochondrial respiration is required for SG formation

Given that lack of glutamine limited SG formation (Fig. 1) and that parts of the SG assembly pathway are dependent on ATP (Eum et al., 2020; Jain et al., 2016), we hypothesized that for SG formation, an energy threshold must be passed, and that both glutamine and glucose are essential for reaching this threshold. The energy supplied through glucose uptake could originate from either glycolysis or mitochondrial respiration. To test our hypothesis, we had to distinguish between the ATP coming from these two energy sources, and therefore utilized the Seahorse XP ATP rate assay. These measurements demonstrated that the highest energy output was observed in untreated cells. Because these cells had fully functional mitochondria, a larger proportion of the ATP output came from mitochondrial production (Fig. 5F). Given that arsenite damages mitochondria (Ding et al., 2023; Prakash et al., 2016; Zhong et al., 2022), this reduced the amount of ATP originating from them, and AA starvation reduced mitochondrial ATP production even more owing to the lack of metabolites.

In line with the known support glutamine plays in the TCA cycle, we detected a significant increase in mitochondrial ATP production after the reintroduction of glutamine to the starved cells (Fig. 5F). Lending further support to the previous ATP assay findings (Fig. 5B), the glutamine-recovered cells contained ATP from both glucose and glutamine inputs. This was more starkly observed in the AA-starved cells (containing glucose), in which almost all the ATP was generated by glycolysis, whereas the ATP fraction that oscillated between the various treatments came from the mitochondria (Fig. 5F). However, when glycolysis was inhibited by 2DG, an additional drop in ATP levels was observed, which was exclusive to the glycolytic component. Notably, because glutamine was present, the mitochondrial fraction did not change. This analysis confirmed that not only is SG formation an energy-dependent process, but that there indeed is a threshold of available energy required for the cell to form SGs under starvation conditions. When the cellular energetic supplies are stripped down to the bare minimum, neither of the metabolites is sufficient on their own, and ATP stemming from both glycolytic and mitochondrial fractions is required to cross the energy threshold to successfully form SGs.

### *MYC* expression is required to shift cells to glutamine uptake

MYC is a known regulator of glutamine metabolism (Csibi et al., 2014; DeBerardinis et al., 2007; Wise et al., 2008; Yuneva et al., 2007). It has been reported to be a major TCA stabilizer, achieved by causing the conversion of glutamine to glucose (Wise et al., 2008). 

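MYC, a transcription factor that drives growth and metabolism, lies on chromosome 8 of hg38 from 127735434 to 127742951. It rose from 278 ± 0.603 (SD, n = 3) normalized counts in Ars cells to 2080 ± 59.4 (SD, n = 3) in EBSS+VBL+Ars cells, which is 7.47-fold, with a log2 fold change of 2.90 (standard error 0.09, adjusted p = 2.08e-14 from limma). Ordered by the size of the rise, MYC was in place 85 of the 12971 genes tested, and in place 36 of the differentially expressed genes with a mean of at least 100 normalized counts. The untreated library had 608 normalized counts of MYC, with no replicate.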

The transcriptomics data revealed that *MYC* was one of the most upregulated genes in AA-starved+VBL-treated cells that had shifted to glutamine uptake (Fig. S4C). *MYC* transcript levels in single cells were then measured by single-molecule RNA FISH, which demonstrated higher *MYC* mRNA levels in AA-starved cells compared to that in untreated cells (Fig. 6A). *MYC* transcripts were associated with SGs in arsenite-treated cells, which often contained one or two *MYC* mRNAs. In AA-starved+VBL-treated cells, in which SGs failed to form, *MYC* mRNA was highly abundant throughout the cytoplasm. Conversely, in the glutamine-recovered cells, many of these transcripts were associated with SGs (Fig. 6A). 

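MYC was at 1460 ± 48.9 (SD, n = 3) normalized counts in glutamine-recovered cells. The log2 fold change from starved cells was -0.51 (standard error 0.09, adjusted p = 0.000684 from limma), which passes the adjusted p but is under 1.5-fold. With glutamine, 3 of the 4 glutamine transporters of Fig. 5C fell. SLC1A5 was at 4940 ± 341 normalized counts, a log2 fold change of -0.68 (standard error 0.12, adjusted p = 0.000343 from limma). SLC38A7 was at 382 ± 38.4 (log2 fold change -0.70) and SLC38A1 at 294 ± 19.9 (log2 fold change -0.61), while SLC38A2 was at 1090 ± 161 (adjusted p = 0.150 from limma).

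The glucose transporter SLC2A1 rose to 916 ± 50.4 normalized counts, a log2 fold change of 0.60 (standard error 0.10, adjusted p = 0.000419 from limma). SLC2A10 rose to 31.5 ± 3.8 and SLC2A6 to 155 ± 25.2 normalized counts, so that 3 of 6 glucose transporters were higher and none was lower (4 higher when adjusted over the list alone; camera, adjusted p = 0.174, and 0.0314 with DESeq2 on recovered reads). SLC2A3 was at 229 ± 45.7 and under 1.5-fold. The folds of SLC1A5, SLC38A1 and SLC38A7 were under 1.5 with libraries rescaled to equal totals (log2 -0.39, -0.33 and -0.41) or quantile normalized (-0.46, -0.47 and -0.52), those of SLC1A5 and SLC38A7 also after removal of the GC trend (-0.44 and -0.54), and that of SLC38A1 without EBSS+VBL+Ars replicate 3 (-0.57). The fold of SLC2A1 was just under 1.5 without EBSS+VBL+Ars replicate 1 (log2 0.58) or 2 (0.54), without EBSS+VBL+Gln+Ars replicate 3 (0.55) and after removal of the trend with transcript length (0.57), and that of SLC2A6 without EBSS+VBL+Ars replicate 1 (0.49), without EBSS+VBL+Gln+Ars replicate 2 (0.53) and with quantile normalization (0.57).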

The glutamine-recovered cells contained lower levels of *MYC* mRNA compared to the AA-starved ones, and their glutamine and glucose uptake transporters correspondingly increased or decreased (Fig. 5C,E). To further verify the changes in MYC levels, a luciferase assay was performed with a reporter plasmid that contains 4 E-box sequences, the canonical MYC-binding sites, to measure the levels of MYC binding and transcriptional activation under the various conditions. Increased levels of MYC activity were found under the conditions that had more MYC expression (Fig. S4D). MYC protein levels showed a similar pattern to gene expression levels, but with less drastic changes between groups, suggesting that mild changes at the protein level can alter MYC activity (Fig. S6B). Altogether, *MYC* expression proved to be a reliable indicator of glutamine or glucose consumption, and the results suggest overexpressed *MYC* in starvation conditions is able to drive glutamine uptake and utilization, as a means to contend with the high energy demands of the cell.

**Fig. 6.**
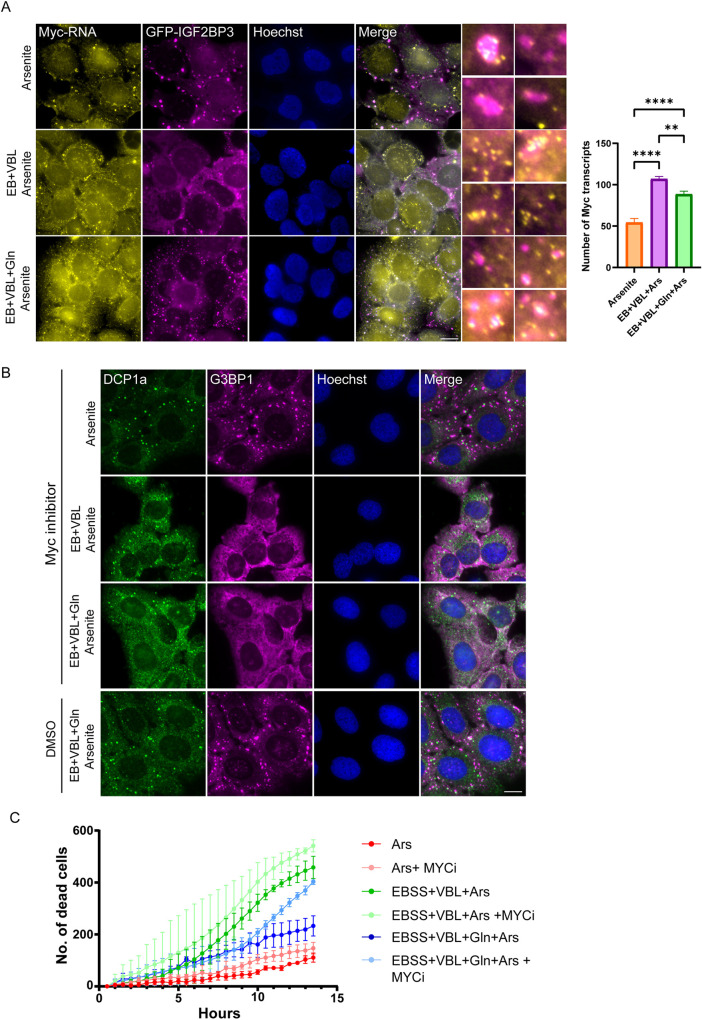
**MYC regulates metabolic rewiring during glutamine recovery.** (A) RNA FISH in GFP–G3BP1 expressing (magenta) U2OS cells to detect endogenous *MYC* transcripts (yellow), showing *MYC* transcripts in SGs, and increased *MYC* levels after treatments (VBL; EB – EBSS medium). Hoechst 33342 DNA stain is shown in blue. Scale bar: 20 µm. (Right) Endogenous *MYC* transcripts were quantified (mean±s.e.m., *n*=3). AA-starved (EB)+VBL treated cells show the highest levels of *MYC* transcripts, with significant reduction after glutamine addition. Data were analyzed using one-way ANOVA followed by Tukey's post hoc test (**P<0.01, ****P<0.0001). (B) U2OS cells were AA-starved (EB)+VBL, along with glutamine addition and then arsenite and a MYC inhibitor (MYCi), followed by immunofluorescence staining with anti-G3BP1 as a SG marker (magenta) and anti-Dcp1a as a PB marker (green). The presence of the MYC inhibitor prevented all SG formation in AA-starved cells even with glutamine present. Control with DMSO shows cells can form SGs readily without the inhibitor present. Hoechst 33342 DNA stain is shown in blue. Images representative of three repeats. Scale bar: 20 µm. (C) Quantifications of dead cells over time measured by the Cytotox NIR dye under various treatments and arsenite exposure (0.625 µM, sufficient to form SGs), both in U2OS cells with (light curves) or without (dark curves) a MYC inhibitor. Presence of the MYC inhibitor dramatically increased cell death in AA-starved cells, even with glutamine present (mean±s.d., *n*=3 biological replicates).

To examine the importance of MYC in this metabolic transition, the commercial MYC inhibitor 10058-F4 was used to inspect its effects on SG formation during the various conditions. As expected, MYC inhibition did not dramatically hinder SG formation in arsenite-treated cells in full growth medium (Fig. 6B), probably because several alternative forms of energy are readily available. SG formation was entirely inhibited by the MYC inhibitor in AA-starved and VBL-treated cells. Although under these conditions mature SGs failed to fully form in most cells even without the MYC inhibitor, this inhibition prevented even the smallest nucleation events of SG formation (Fig. 1A). Most surprising was the result of MYC inhibition in cells that received glutamine. Although these cells can form SGs in high numbers (Fig. 1B), after MYC inhibition no SGs formed (Fig. 6B), demonstrating that MYC is indeed directly responsible for utilization of glutamine to form SGs.

To understand the functional relevance of halting SG formation after MYC inhibition, a cell death assay was performed to examine cell viability over the course of treatment (Fig. 6C). Arsenite-treated cells began dying ∼6 h post treatment, and the number of dead cells was slightly elevated after MYC inhibition (red curves, Fig. 6C). AA starved+VBL-treated cells began dying at ∼5 h, and number of dead cells rose much more rapidly, but showed almost no change after MYC inhibition (green curves, Fig. 6C), for no glutamine was present. But when glutamine was added, the rate of cell death was reduced (blue curve, Fig. 6C). This increase in cell survival after glutamine conforms with the various reductions in inflammation and apoptosis pathways seen in the next-generation sequencing (NGS) analysis, as well as the increase in metabolic and other anabolic activities (Fig. 4). However, in this case MYC inhibition had an effect, and cell death rates were much faster (compare blue colored curves in Fig. 6C). This indicates that the lack of MYC activity severely limits the effective protection conferred by the glutamine. 

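Of the 21 NF-kB and cytokine genes, 8 were higher and none was lower in glutamine-recovered than in starved cells, also when adjusted over the list alone (camera, adjusted p = 0.000889, and 0.140 with an estimated correlation). CXCL8 was at 314 ± 46.5 (SD, n = 3) normalized counts with glutamine, a log2 fold change of 1.36 (standard error 0.27, adjusted p = 0.00119 from limma). The chemokine CCL2 rose from 68.9 ± 12.3 to 168 ± 15.4 normalized counts and TRAF1 was at 1290 ± 123. Outside the list, CCL3 fell with glutamine, by 0.88 on the log2 scale, and CCL4 was at 231 ± 16.4, with no difference that passed the test (adjusted p = 0.221 from limma). Among 10 interferon-stimulated genes, 2 were higher and none was lower, also when adjusted over the list alone (camera, adjusted p = 0.0906). That p was 0.0482 without EBSS+VBL+Ars replicate 1, 0.0315 without EBSS+VBL+Gln+Ars replicate 3, 0.0126 with no filter on low values and 0.0157 with DESeq2 on recovered reads. The 2 genes were OAS3, at 73.4 ± 9.93 normalized counts, and IFIT5, which rose from 9.74 ± 9.13 to 24.5 ± 2.05. Of 16 immediate early genes, 7 were lower and none was higher (8 lower when adjusted over the list alone; camera, adjusted p = 9.99e-06, and 0.415 with an estimated correlation). JUN fell from 2710 ± 413 to 1310 ± 108 normalized counts and FOSL1 was at 901 ± 87.1.

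For anabolic activity, 4 of 30 genes of mitochondrial translation were higher with glutamine and none was lower (camera, adjusted p = 0.00297, and 0.530 with an estimated correlation). MRPS9, a mitochondrial ribosomal protein, rose from 58.4 ± 15.9 to 114 ± 7.96 normalized counts. Of 18 fatty acid synthesis genes 2 were higher and none was lower (camera, adjusted p = 0.0235, and 0.241 with an estimated correlation), and of 23 cholesterol synthesis genes 1 was higher and none was lower (camera, adjusted p = 0.187, and 0.0497 with quantile normalization). Of 28 cytosolic ribosomal protein genes 1 was higher, and none when adjusted over the list alone (camera, adjusted p = 0.263). This p was 0.0424 without EBSS+VBL+Gln+Ars replicate 2, 0.0128 with libraries rescaled to equal totals and 2.23e-07 with quantile normalization. For the other 3 of these lists the counts were the same when adjusted over the list alone.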

The plot demonstrates two clusters, in the bottom three treatments, the cells are capable of forming SGs with slow linear progression of cell death, whereas in the top three treatments the cells are unable of forming SGs, and rapid rates of death are observed. Altogether, the data show that: (1) MYC is essential for cell survival after arsenite exposure in cells that rely on glutamine; (2) this metabolite in turn is needed for ATP production that will mount a successful stress response; and (3) that cell survival correlates to the presence or absence of SGs.

To advance the gene expression analysis, gene set enrichment analysis (GSEA) was implemented and called to attention two related but divergent MYC activity pathways (Fig. S4E). Both the starved cells, and those with the glutamine supplementation showed high levels of MYC, and the GSEA analysis highlighted that the cells with glutamine were enriched for ‘MYC targets V1’, which modulate stress response, cell cycle, and RNA processing. However, the AA-starved+VBL-treated cells were enriched in ‘MYC targets V2’, which primarily increase translation machinery, including ribosomal subunits and rRNA processing, likely acting as a mechanism to address the severe lack of protein available after starvation. 

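The genes of MYC targets V1, a list of 200 genes written after the Hallmark set and not checked against the release the paper used, ranked high in glutamine-recovered cells. The enrichment score was 0.68 when all 60671 genes were ordered by signal-to-noise between EBSS+VBL+Gln+Ars and EBSS+VBL+Ars cells. The range from -0.44 to 0.46 held 95% of 10000 random lists of the same size (permutation of genes, p = 0.0001, the smallest they can give). This p is over genes, which are not independent replicates. Of its members, 77.5% had a higher mean with glutamine, as had 50.6% of the 27363 genes above 0 in at least 1 of these libraries. Of the 199 members tested, 27 were higher and 1 was lower, also when adjusted over the list alone (camera, adjusted p = 1.24e-07). This call was lost with an estimated correlation (adjusted p = 0.558) and with fry, which asks whether the members move one way on balance (adjusted p = 0.0533). ODC1, the first enzyme of polyamine synthesis, rose from 1000 ± 88.9 (SD, n = 3) to 1960 ± 147 (SD, n = 3) normalized counts, a log2 fold change of 0.96 (standard error 0.11, adjusted p = 5.66e-06 from limma). TYMS was at 748 ± 42.9 normalized counts with glutamine. In starved against Ars cells 15 members were higher and 46 lower (47 lower when adjusted over the list alone; camera, adjusted p = 0.000193, and 0.548 with an estimated correlation).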

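MYC targets V2 is a smaller list written after its Hallmark set, with many genes of ribosome biogenesis. In starved against Ars cells 25 of its 57 members tested were higher and 6 lower (camera, adjusted p = 0.00466), a call that was lost with an estimated correlation (adjusted p = 0.0535) and with quantile normalization (adjusted p = 0.0545). RRP12, a ribosome assembly factor, rose from 597 ± 73.1 (SD, n = 3) to 2190 ± 153 (SD, n = 3) normalized counts, a log2 fold change of 1.88 (standard error 0.11, adjusted p = 1.09e-10 from limma). Of 31 ribosome biogenesis genes, 14 were higher and none was lower (camera, adjusted p = 7.26e-05, and 0.223 with an estimated correlation). The RNA helicase DDX21 rose from 222 ± 38.7 to 889 ± 149 normalized counts.

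With glutamine against starvation, 4 of the 57 members were higher and 2 lower (camera, adjusted p = 0.792, and 0.0128 with quantile normalization). MCM4 was at 297 ± 24.8 normalized counts with glutamine, a log2 fold change of 0.52 that is under 1.5-fold, and it was called higher with libraries rescaled to equal totals (0.80) and without EBSS+VBL+Ars replicate 1 (0.60). The enrichment score of the set in the order of genes between these groups was 0.33 on the side of glutamine (permutation of genes with 10000 random lists, p = 0.96), with a running score that reached 0.33 at its highest and -0.32 at its lowest. Of its members, 55.2% had a higher mean with glutamine, closer than MYC targets V1 to the share over all genes above 0. The sign turned without EBSS+VBL+Gln+Ars replicate 2 (-0.36) and with genes ordered by limma's moderated t with the replicate block (-0.25). Counts for these lists were the same when adjusted over the list alone.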

We conclude that whereas MYC is a crucial protein in the stress response, the targets of MYC are actually pliable given the metabolic situation.

### G3BP1/2 proteins are required for glutamine utilization and cell survival

To address further the connection between the prevalence of SGs and cell survival during long-term exposure to oxidative stress, we examined SG formation in living cells over time. Time-lapse movies of cells exposed to arsenite after treatment showed that SGs formed after ∼1 h from arsenite administration and then dissolved within the next 3 h (Fig. 7A). We hypothesized that this time window of SG formation is important for cell survival, and that the ability of the cell to contend with the stresses due to the presence of glutamine is achieved via SG core G3BP proteins. Therefore, double knockout (KO) of G3BP1 and G3BP2 (ΔΔG3BP1/2) cells that cannot form SGs upon arsenite treatment were used (Kedersha et al., 2016). Living cells were imaged over long periods and the number of dead cells was quantified over time under the different treatments (Fig. 7B). Moderate cell death was seen after ∼9 h of arsenite treatment (red curves, Fig. 7B), whereas AA-starved+VBL-treated cells without glutamine began dying much earlier, at ∼4 h at much higher rates (green curves, Fig. 7B). The addition of glutamine reduced cell death in the wild-type (WT) cells (WT blue curve, Fig. 7B). However, there was a stark difference between the WT and KO cells. AA-starved KO cells began dying after less than 3 h, and the addition of glutamine to these cells only mildly extended their lifespan and did not alter the rate of death (KO blue curve, Fig. 7B). The ΔΔG3BP1/2 cells with glutamine supplementation began to die at ∼4 h, and with a remarkably similar trajectory to WT AA-starved cells that did not contain glutamine (compare WT green curve to KO blue curve, Fig. 7B). To confirm that the lack of G3BP1/2 was responsible for these effects on cell viability, rescue experiments were performed using knockout cells that expressed GFP–G3BP1 (Marmor-Kollet et al., 2020). These cells showed significantly less cell death with the glutamine supplement, and displayed curves that were similar to the WT cells (Fig. S7A). This suggests that the glutamine pathway is involved in SG formation, and that cell survival through glutamine requires the presence of the G3BP1/2 proteins.

**Fig. 7.**
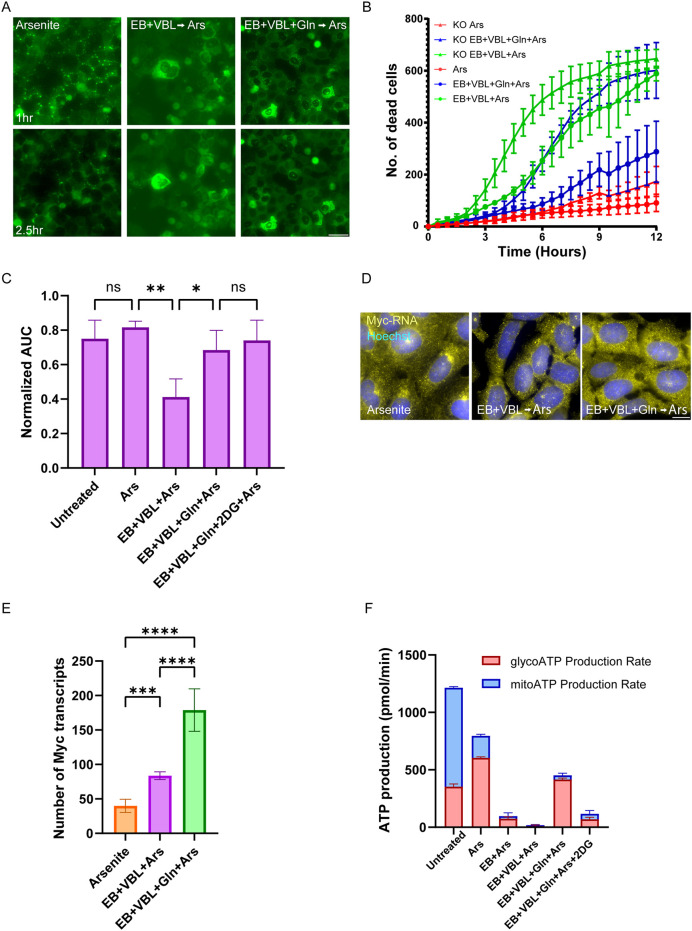
**Glutamine recovery and metabolic rewiring occur in a G3BP1/2-dependent manner.** (A) Fluorescence images captured in live U2OS cells stably expressing GFP–IGF2BP3. Treatments capable of forming SGs lead to granules formation after ∼1 h, and granule dissolving after ∼2.5 h. Images representative of three repeats. Scale bar: 20 µm. (B) Quantifications of dead cells over time measured by the Cytotox NIR dye under various treatments and arsenite exposure (0.625 µM), both in WT U2OS cells (circles) and ΔΔG3BP1/2 (triangles). WT cells that received glutamine supplementation showed significant increase in cell survival, whereas ΔΔG3BP1/2 cells showed increased cell death in every treatment category (mean±s.d., *n*=3). (C) NBDG glucose uptake assay in ΔΔG3BP1/2 cells. ΔΔG3BP1/2 cells showed increased glucose uptake compared to WT cells displayed in Fig. 4. Data were analyzed using one-way ANOVA with Tukey's post hoc test (*P<0.05; **P<0.01; ns, not significant). (D) smRNA FISH in ΔΔG3BP1/2 U2OS cells to detect endogenous *MYC* transcripts (yellow), overlayed with Hoechst 33342 DNA stain (blue). Scale bar: 20 µm. (E) Quantification of *MYC* transcripts using smRNA FISH in ΔΔG3BP1/2 cells (mean±s.d., *n*=3). KO cells showed decreased *MYC* expression in arsenite and starved groups compared to WT cells (see Fig. 6A)). (F) Seahorse XF ATP rate assay for quantifying ATP and dividing into glycolytic (red) and mitochondrial (blue) fractions in ΔΔG3BP1/2 cells. KO cells showed little ATP coming from the glycolytic fraction, and even glutamine supplementation, which increases overall ATP, did not change mitochondrial ATP production. Data are mean±s.d., *n*=3.

Given that the recovery by glutamine was found to act through G3BP1/2, we suspected that a lack of G3BP would lead cells to try compensating for the lack of glutamine through the glucose pathway. To this end, glucose uptake was examined in the KO cells. Untreated KO cells showed identical glucose uptake to WT U2OS cells [a value of ∼0.8 for the area under curve (AUC)] (Fig. 7C). However, there was no reduction in glucose uptake in the KO cells treated with arsenite (0.8 AUC), in contrast to what was observed with the WT cells (0.6 AUC) (Fig. 5D). This indicates that although arsenite changes glucose homeostasis, it does so in a manner related to SG formation, and in a G3BP1-dependent manner. Similarly, there was significantly elevated glucose uptake in KO cells under AA-starved conditions that received glutamine supplementation (0.4 AUC) compared to the much lower glucose uptake in the WT cells (0.2 AUC). However, although glucose uptake was elevated in AA-starved+VBL-treated KO cells compared to WT cells, the KO cells still displayed significantly reduced glucose uptake compared to that seen other treatment groups (Fig. 7C), probably due to reduced cell viability. The KO cells that received the glutamine supplement also showed increased glucose uptake (0.7 AUC) compared to WT cells (0.4 AUC). Thus, in every condition, the KO cells show increased glucose uptake compared to WT cells when exposed to arsenite, together with decreased cell viability conferred from glutamine supplementation. KO cells rescued with GFP–G3BP1 displayed the same significant differences that the WT cells showed during the treatments, but did display somewhat overall elevated glucose uptake (Fig. S7B). We conclude that KO of core SG proteins shifts cells to rely more heavily on glucose, and thus they do not utilize the glutamine present in the culture to contend with oxidative stress.

### G3BP1/2 proteins are linked to *MYC* expression controlling ATP production pathways

Because we have established a link between changes in glucose uptake and levels of *MYC* expression, we also expected a concomitant change in the levels of *MYC* transcripts in the KO cells. ΔΔG3BP1/2 cells under arsenite and AA-starved conditions had increased glucose uptake compared to the WT cells and showed a decrease in the number of *MYC* mRNAs from ∼110 to ∼80 individually detected mRNAs (Fig. 7D,E). In the rescued cells, MYC expression levels returned to their original pattern (Fig. S7C). The KO cells also showed lower levels of MYC activity in the luciferase assay (Fig. S4D), while also not showing any significant increase in the level of MYC protein after AA starvation (Fig. S6B). This implies that WT cells could better utilize glutamine to support ATP production, whereas KO cells relied more heavily on glucose uptake, and therefore expressed lower levels of *MYC*. Thus, the KO of G3BP1/2 seems to promote cell death under AA-starved conditions not only due to the absence of the granule but also due to the change in the metabolic profile of the cell, from reliance on glutamine to dependence on glucose.

Such a dramatic change in glutamine and glucose metabolism should be reflected in the energy levels obtained from mitochondria or glycolysis, respectively. To explore this issue, we employed the Seahorse XF ATP rate assay to differentiate between the mitochondrial and glycolytic ATP fractions in the KO cells. As seen in the WT cells, untreated KO cells had the highest energy output, resulting from their unstressed mitochondria. This demonstrates that under homeostatic conditions, WT and KO cells behave in an identical manner. These cells showed elevated glycoATP, which was unsurprising given the enhanced glucose uptake observed across the different treatments. Upon arsenite induction, ΔΔG3BP1/2 cells also produced more ATP from glycolysis, corresponding to the enhanced glucose uptake (Fig. 7F). AA-starved+VBL-treated KO cells showed severely diminished ATP output, correlating with the increased cell death observed (Fig. 7B).

Surprisingly, when glutamine was reintroduced, the ATP levels increased, a rise that came exclusively from the glycolytic fraction (Fig. 7F). This implies that when G3BPs are missing, glutamine supports certain cellular pathways but is not utilized to support the TCA cycle (in contrast to what is seen in WT cells), for there is an increase in the overall ATP but not in the mitochondria-generated ATP fraction. This failure to produce mitochondrial ATP comes at the expense of a satisfactory metabolic output. The KO cells treated with 2DG had no glycolytic fraction, leaving the cells with almost no ATP production and no SGs, resulting in high rates of cell death. The G3BP1-rescued cells showed identical patterns to WT cells, and displayed an expected rise in mitochondrial ATP after the addition of glutamine, not seen in the knockout cells (Fig. S7D). Altogether, we find that the ability of a cell to survive stress is driven by continuous ATP generation by both the glutamine and glucose metabolic pathways. In WT cells, stress causes SG formation through G3BPs, which, in turn, are required for cell survival. KO of the G3BPs results in an inability to form SGs, as well as a shift away from the normal metabolic response to starvation, leading to diminished survival and ultimately unsatisfactory metabolic output, culminating in a failure to utilize glutamine to support the mitochondrial ATP production.

## DISCUSSION

Although studies have determined that glutamine is a key metabolite in cancer cells (DeBerardinis and Cheng, 2010; Medina et al., 1992; Reitzer et al., 1979), its direct connection to SG formation, and how this, in turn, promotes cell survival have not yet been fully characterized. In this study, we examined the role of glutamine in the cancer cell stress response, focusing on the intersection of stress granule formation and cell metabolism. Under conditions that limit SG formation, glutamine can single-handedly restore the SG population (Fig. 8). As attested by previous work on SGs and the cytoskeleton (Chernov et al., 2009), dismantling the microtubule network (by VBL) starkly changed SG morphology and decreased SG size, thereby increasing the number of granules in the cell. However, in the case of limiting the amino acid pool (by growing cells in AA-depleted media; EBSS), the result is lower rates of SG formation and fewer SG-positive cells overall. The simultaneous use of both stresses – structural/cytoskeletal from the chemotherapy and energy-disrupting agents mimicking nutrient deprivation of the tumor, prevented granule formation. ATP assays confirmed that the absence of granules was mechanistically linked to a lack of available energy resources. Surprising was the outsized effect glutamine had on energy levels, and in turn on granule formation. The addition of this metabolite alone could rescue the phenotype and return SG numbers to those seen in non-AA-starved levels. In alignment with previous work demonstrating glutamine addiction in cancer cells (Reitzer et al., 1979), we confirmed that the effect was specific to cancer cells.

**Fig. 8.**
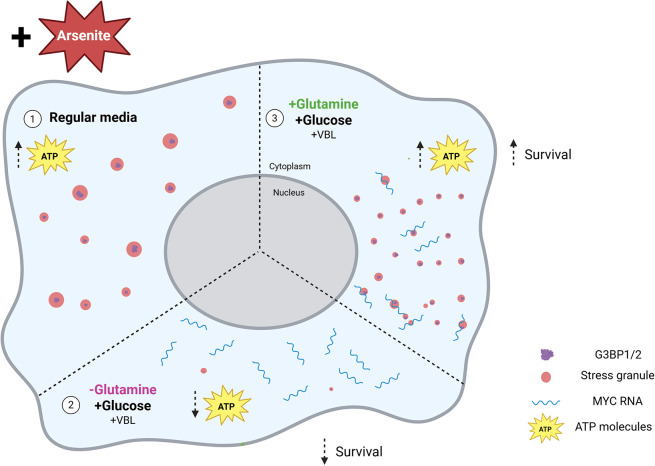
**Illustration of the suggested model.** On left (marked 1), cells form large SGs after exposure to arsenite, with adequate amounts of ATP present. On bottom (marked 2), cells lack sufficient ATP and thus fail to form SGs and display decreased survival after arsenite exposure. On right (marked 3), after adding glutamine to media, cells cross the energy threshold with glucose and glutamine present, yielding increases in ATP necessary to form SGs. This results in greater cell survival. Mechanistically this is linked to increase in the expression of *MYC*, which regulates the transition to glutamine metabolism, and this process is mediated by core SG proteins G3BP1/2.

As cancer cells are also heavily reliant on glucose (Yang et al., 2022), elements of glucose metabolism were also examined. Even glutamine-recovered cells could not form SGs when glycolysis was blocked with the 2DG glucose analog. This demonstrates that although glutamine is being utilized effectively to support the TCA cycle, it alone cannot sufficiently support the metabolic needs of the cell. An ATP pathway analysis confirmed that glutamine was directed to increase mitochondrial ATP production. However, even with increased mitochondrial ATP generation, a second energy input from glucose was required. Blocking this energy supply sufficed to reduce ATP levels below a certain threshold, resulting in the prevention of SG formation and the promotion of cell death.

Glutamine is an efficient energy source. Therefore, it is not surprising that severely distressed cells displayed metabolic rewiring compared to arsenite-treated cells, to devote more resources to glutamine uptake. Mechanistically, this was linked to increased levels of *MYC* expression, which were quantified both using NGS and on the single RNA level. The amino-acid-starved cell groups displayed the highest levels of *MYC* expression, corresponding to the highest expression levels of glutamine uptake transporters, the lowest levels of glucose uptake transporters, and the lowest levels of glucose uptake. Of note, cells prioritize glutamine uptake (SLCA1 transporter) and utilization (MYC) even when no glutamine is present in the medium. We noted that *MYC* transcripts were recruited to the SGs, perhaps enabling these transcripts to escape degradation, as SGs have been shown to protect RNA (van Leeuwen et al., 2022), mainly via mRNP stabilization by SG proteins (Bley et al., 2015). Here, we have demonstrated that MYC is essential in the utilization of glutamine for SG formation and cell survival, given that cells that received a MYC inhibitor during treatment failed to form SGs and showed increased cell death. This metabolic rewiring during AA starvation testifies to the central role glutamine plays in cancer cell metabolism, for it is used not only for direct energy output, thereby impacting energy-dependent pathways, but also for increasing other antiporters that rely on glutamine, as well as potentially nucleic acid metabolism (Mazat and Ransac, 2019; Yoo et al., 2020), marked by elevated gene clusters for DNA and RNA processing, the latter perhaps having a direct effect on SG formation by supplying the cell with available RNA (Angel et al., 2024).

An NGS analysis painted a comprehensive picture of gene expression modulation after the administration of glutamine to the AA-starved cells. Cells that were AA-starved and VBL-treated were unable to form SGs. These cells exhibited high elevation in pathways related to cell death and inflammation, and downregulation of genes related to cell cycle, growth and metabolism. Of note, the dramatic change occurred after the addition of only one type of amino acid. Glutamine was capable of pushing the cell toward a pre-starved state, denoted by the increase in the expression of genes related to DNA processing, RNA processing, mitochondrial and AA metabolism and the stress response. This demonstrates how the cell contends with the stress, before succumbing to programmed cell death. SG formation is another element employed to mount a successful response. The addition of glutamine decreased the expression of mitophagy-related genes while upregulating mitochondrial transport genes. This finding helps explain the radical decrease in mitochondrial ATP seen in the starved cells, and the dramatic increase in the mitochondrial fraction in the glutamine-recovered treatments. 

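Of 14 mitophagy genes, 1 was higher and 1 was lower in glutamine-recovered than in starved cells (camera, adjusted p = 0.464). BCL2L13, a mitophagy receptor, rose from 103 ± 10.4 (SD, n = 3) to 161 ± 17.2 (SD, n = 3) normalized counts. AMBRA1, a regulator of autophagy and mitophagy, fell from 1180 ± 179 to 782 ± 98.1 normalized counts, a log2 fold change of -0.59 (standard error 0.13, adjusted p = 0.00246 from limma). FKBP8, another receptor, was at 1880 ± 172 and 1320 ± 110, under 1.5-fold except without EBSS+VBL+Ars replicate 1 (log2 -0.59), and BNIP3L at 432 ± 59.4 and 429 ± 36.4. PHB2, a receptor of the inner membrane, was called higher with libraries rescaled to equal totals (log2 0.68) and with quantile normalization (0.64). Of 18 genes that import proteins into mitochondria limma called none, while 10 had an unadjusted p under 0.05, and edgeR and DESeq2 each called 1 (camera, adjusted p = 0.185). The list passed the test with libraries rescaled to equal totals (adjusted p = 0.0433), with quantile normalization (0.0146) and with DESeq2 on recovered reads (0.0277). TIMM23, the channel of the inner membrane, was at 181 ± 21.8 and 269 ± 36.4 normalized counts, a log2 fold change of 0.57 (standard error 0.13, adjusted p = 0.00349 from limma), just under 1.5-fold. It was called higher, at 1.5-fold or more, in 8 other settings (log2 0.59 to 0.86), TOMM22 with equal totals (0.68), and TOMM70 with equal totals (0.74) and without EBSS+VBL+Ars replicate 1 (0.59). Of 13 mRNAs encoded by mitochondrial DNA, limma, edgeR and DESeq2 called none, and 3 had an unadjusted p under 0.05 from limma. Without EBSS+VBL+Ars replicate 1 or EBSS+VBL+Gln+Ars replicate 3, MT-ND3 (log2 -0.69 and -0.60) and MT-ND1 (-0.63 and -0.66) were called lower, as was MT-ND3 after removal of the GC trend (-0.79). Their camera adjusted p was 0.329, and it was 0.0318 without EBSS+VBL+Gln+Ars replicate 3 and 0.0455 after removal of the GC trend. Counts for these lists were the same when adjusted over the list alone. The fold of AMBRA1 was under 1.5 with libraries rescaled to equal totals (log2 -0.31), with quantile normalization (-0.31), with edgeR (-0.58), after removal of the GC trend (-0.43), without EBSS+VBL+Ars replicate 2 (-0.53) or 3 (-0.52) and without EBSS+VBL+Gln+Ars replicate 1 (-0.51) or 3 (-0.57). That of BCL2L13 was under 1.5 without EBSS+VBL+Ars replicate 2 (0.56) and without EBSS+VBL+Gln+Ars replicate 3 (0.57).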

Altogether, a myriad of pathways are affected by glutamine addition, each contributing to cell survival in its own way.

ΔΔG3BP1/2 cells shed light on the specific role of the SG in this stress response. Previous work has demonstrated changes in cell survival after exposure to cellular stresses in ΔΔG3BP1/2 cells (Aulas et al., 2018; Schwed-Gross et al., 2022; Szaflarski et al., 2016; Szczerba et al., 2023). In this study, measurements of cell viability of the various treatments confirmed that glutamine-recovered cells indeed show increased survival, and that starved cells that fail to form SGs die faster and in higher numbers. However, the images captured in WT cells revealed that SGs formed rapidly upon arsenite exposure and then dissolved after ∼1.5 h. Mechanistically, we believe this to be a crucial part of the observed survival. SGs form upon stress and are not meant to persist without a limit. When they dissolve, perhaps they release their cargo for translation. Additionally, SGs can sequester apoptosis and other pro-death factors from the bulk cytosol (Arimoto et al., 2008; Park et al., 2020). Not having a SG ‘buffer’ system in place in ΔΔG3BP1/2 cells, means that these cells cannot sequester apoptotic proteins (Fujikawa et al., 2023), which yields cell death. This was true also when the G3BP1/2 KO cells were enriched with glutamine.

A surprising insight came from the metabolic rewiring observed in ΔΔG3BP1/2 cells after arsenite exposure. Although the KO cells showed similar ATP levels to those of WT cells under untreated conditions, they exhibited enhanced glucose uptake in almost every treatment group, which corresponded with lower levels of *MYC*. Although glutamine did increase the overall glucose uptake, it did not improve the mitochondrial ATP fraction at all, indicating that glutamine was not being metabolized directly and was not supporting the TCA cycle. This was seen in the cell death assays as well. While the number of dead cells began to rise slowly at ∼7 h in the glutamine-recovered group, ΔΔG3BP1/2 cells began dying much earlier, at 4 h, despite the presence of glutamine. Not only did these cells lack SGs, but they also rewired their glutamine metabolism, demonstrating that glucose and glutamine are taken up in a G3BP1/2-dependent manner.

The cellular stress response is highly orchestrated and coordinated. It involves the halting and activation of a wealth of processes, the altering of metabolic pathways, as well as the formation of specialized structures. SGs have long been linked to a host of maladies and pathologies, and are here demonstrated to not only be integral to the cancer stress response, but also to be intricately connected to metabolic activity during stress.

## MATERIALS AND METHODS

### Cell culture and transfections

Human U2OS (ATCC) and U2OS ΔΔG3BP1/2 cells and G3BP1-rescued cells (Kedersha et al., 2016) (a gift from Nancy Kedersha and Pavel Ivanov, Brigham, and Women's Hospital and Harvard Medical School, Boston, MA, USA) as well as cells stably expressing GFP–IGF2BP3^33^ were maintained in low-glucose DMEM (01-050A Sautorios, Israel). A549 cells (a gift from Amit Tzur, Bar-Ilan University, Israel), MCF7 (ATCC), HeLa (ATCC) and HFF-1 (a gift from Ron Goldstein, Bar Ilan University, Israel) cells were grown on high-glucose DMEM (41965039, Gibco, USA). HCT116 cells (ATCC) were maintained in McCoy's 5A medium (Biological Industries). All cells were supplemented with 10% fetal bovine serum (SV30160.03, HyClone Laboratories, Logan, UT) and 100 IU/ml penicillin and 100 μg/ml streptomycin (Biological Industries, Israel). MCF10-A cells (a gift from Ofir Hakim, Bar Ilan University, Israel) were maintained in mammary epithelial cell medium (ScienCell, 7611).

Arsenite (0.25 mM; Sigma) was added to the medium for 50 min or was used at 0.0625 mM for 12 h. VBL (300 nM; Sigma) was added to the medium for 18–20 h before the arsenite treatment. For AA starvation, cells were washed twice with 1× PBS and incubated with EBSS medium without FBS (Biological Industries). For MYC inhibition, cells were treated with 40 µM of 10058-F4 (Merck F3680), for 18-20 h before arsenite treatment. For ATP synthase inhibition, cells were treated with 5 µM of oligomycin A (Sigma, 75351) for 20 min before arsenite treatment. For ER stress, cells were treated with 10 µM of thapsigargin (Sigma, T9033) for 1 h.

### Human primary tissue-derived organoids

For the establishment of human primary tissue-derived airway organoids, lung tissue was obtained via the Sheba Tissue Bank (Chaim Sheba Medical Center, Israel). Organoids were established and maintained according to a published protocol (Sachs et al., 2019). Briefly, fresh tissue was mechanically and enzymatically digested. Isolated cells were plated in adherent Cultrex growth-factor-reduced basement membrane extract (BME) type 2 drops and overlaid with an optimized organoid culture medium containing 10% R-spondin-1-conditioned medium produced from HEK293 HA–Rspo1–Fc cells (Cultrex^®^ HA–R-spondin-1–Fc 293T cells; 3710-001-01) and 10% Noggin-conditioned medium produced from HEK293 cells stably transfected with pcDNA3 NEO containing mouse Noggin insert (kindly provided by the Hubrecht Institute, The Netherlands). The medium was changed every 4 days, and organoids were passaged every ∼2 weeks using mechanical shearing with TrypLE Express (Invitrogen, 12605036).

The use of human tissue via Sheba Tissue Bank was approved by the local ethics committee and by the Associate Director at the Sheba Medical Center (approval no. 7188-20-smc), and informed consent was obtained from the tissue donor. Investigations were conducted according to the principles expressed in the Declaration of Helsinki.

For the immunostaining, whole organoids were suspended in BME, plated in an 18-well µ-slide (81816, ibidi) and covered with appropriate growth medium overnight or longer. Following the treatments, the organoids were fixed in 4% paraformaldehyde (PFA) for 30 min, permeabilized with 0.3% Triton X-100 in phosphate-buffered saline (PBS) for 30 min, and then blocked with 3% BSA in 0.01% Triton X-100 in PBS (PBST) for 1 h. The organoids were incubated with the primary antibody anti-G3BP1 (1:200, Abcam, ab56574) for 2 h at room temperature (RT), and then for 1 h at RT with the secondary antibody Cy3–Alexa Fluor goat anti-mouse IgG (1:1000, Abcam, ab97035) together with phalloidin–FITC (5 µM; Sigma). Antibodies were diluted in 3% BSA in PBST, and incubations were followed by three washes of 5 min with PBST. DNA staining was performed with Hoechst 33342 for 10 min, and organoids were then covered with PBS.

### Immunofluorescence

Cells were grown on coverslips in 12-well plates and fixed in 4% paraformaldehyde (PFA) for 20 min. Cells were permeabilized in 0.5% Triton X-100 for 2 min, and blocking was applied using 5% bovine serum albumin (BSA) fraction V (MP Biomedicals, 160069). Then, cells were incubated with primary antibodies (listed below) for 1 h, washed with 1×PBS, and incubated with secondary fluorescent antibodies (listed below). The nucleus was stained with Hoechst H33342 (1 μg/ml, Sigma, B2261) and coverslips were mounted in a mounting medium (homemade). Primary antibodies were: anti-G3BP1 (1:200, Abcam, ab56574), anti-Dcp1a (1:250, Abcam, ab183709) and anti-α-tubulin (1:400, Abcam, ab15568). Secondary antibodies were: Alexa Fluor 488-conjuated goat anti-mouse IgG (1:1000, Abcam, ab150113), Alexa Fluor 488-conjuated goat anti rabbit IgG (1:1000, Abcam, ab150077), Cy3–Alexa Fluor goat anti-mouse IgG (1:1000, Abcam, ab97035), Cy7–Alexa Fluor goat anti-mouse IgG (1:500, Abcam, ab175738), Alexa Fluor 647-conjuated anti-mouse IgG (1:1000, Invitrogen, A21235), 647-AlexaFluor anti-rabbit (1:1000, Invitrogen, A31573).

### SG correlation analysis

Image analysis was performed using a custom-made ImageJ macro (available upon request). The analysis pipeline incorporated standard image-processing techniques, such as adjusting contrast and brightness and filters to better distinguish the clusters, and utilized built-in Find Maxima and Particle Analysis algorithms in ImageJ to detect and characterize the clusters while filtering out noise. Further statistics with the cluster's characterization were conducted with the Seaborn library in Python (https://pypi.org/project/seaborn/) using a Welch's *t*-test.

### Fluorescence *in situ* hybridization

Cells were grown on coverslips and fixed in 4% PFA for 20 min, then kept in ethanol 70% (CARLO ERBA Reagents, 4146052) overnight at 4°C. RNA smFISH experiments with Stellaris Myc probes (Biosearch Technologies) were performed according to their adherent cell protocol. The probe set used was Quasar-570-labeled MYC (Ex 548/Em 566) at a concentration of 12.5 µM per coverslip.

### ATP assays

Colorimetric total ATP assays were performed according to the manufacturer's protocol (Abcam, ab83355). Seahorse XF Real Time ATP Rate assays were performed according to the manufacturer's protocol (Agilent Seahorse, 103592-100), with the use of Agilent Seahorse XF DMEM medium, pH 7.4 (Agilent Seahorse 103575-100).

### Glucose uptake assay

The assay relies on fluorescently labeled glucose 2-NBDG (Thermo Fisher Scientific, N13195) as an indicator for glucose uptake and on high-performance liquid chromatography (HPLC) for detection. First, the cells were incubated with the analog prior to liquid extraction. Next, cells were harvested with trypsin (Sigma), collected, centrifuged at 400 ***g*** for 5 min, and washed in cold 1×PBS. This process was repeated twice. Cells were then lysed in 100 µl 80% cold LC-MS methanol (Merck, 106035), and shaken at 40°C for 40 min at 600 rpm in a Thermal cycler (Eppendorf). Samples were next centrifuged at 20,000 ***g*** for 20 min and then 95 µl of the supernatant was transferred to a clean tube and centrifuged again at 20,000 ***g*** for 20 min while the pellets were taken for protein Bradford analysis for loading control. The supernatant was transferred to HPLC vials and analyzed using a Hitachi Elite LaChrom system (Hitachi, Tokyo, Japan) equipped with a fluorescence detector (L-2485), column oven, autosampler, quaternary pump and 100 μl sample loop. The chromatographic separation was performed at 30°C using an ACE 5 C-18 Avantor column (5 µm particle size, 4.6×250 mm) with a guard column cartridge of ACE 5 C-18 material under gradient elution conditions. Mobile phases (HPLC grade) consisting of water-trifluoroacetic acid (TFA; 1000:1, v/v) and acetonitrile-trifluoroacetic acid (1000:1, v/v). Gradient elution at a flow rate of 1.0 ml/min started at 3% B, increased linearly to 40% B for 9.5 min, and then increased linearly to 97% B until 10 min and then kept isocratic for an additional 5 min, until 15 min mark. For column equilibrium, the gradient was set back to 3% B until 15.5 and the system was allowed to equilibrate until 25 min. The injection volume was 25 μl, and the column elution was monitored at an excitation of 465 nm and emission of 540 nm. The chromatogram showed a peak of fluorescence at a retention time of 9.3 min, which was used to measure 2-NBDG for all samples, according to the 2-NBDG standard compound chromatogram. Chromatogram peak integration and area under the curve (AUC) calculations were performed using EZChrom Elite Software. AUC was normalized to protein amount. Cell amount and time of incubation with 2-NBDG were experimentally determined.

### RNA-seq

For library preparation, a Ribo-Zero Plus rRNA Depletion Kit (Illumina) was used from 1 μg of starting material. All RNA samples underwent rRNA depletion following the manufacturer's protocol. The libraries were amplified by ten PCR cycles in the PCR step. The quantification and quality control of the libraries were performed using a Denovix fluorometer and an Agilent 4200 TapeStation. Single-read sequencing of the libraries with a read length of 80 was performed with the NextSeq 500 Sequencing System using NextSeq 500/550 High Output v2 kit (75 cycles) (20024906 Illumina), yielding about 45 million reads per sample.

For bioinformatics analysis, sequenced reads were mapped to the human reference genome sequences (hg38) using STAR. The aligned reads were quantitated by Htseq. The normalization and differentially expressed genes test were implemented by DESeq2. An arbitrary cutoff of at least 1.5-fold and a *P*-value adjusted for multiple testing <0.05 were chosen to define a differentially expressed gene. The Metascape tool (Zhou et al., 2019) was used for enrichment analysis on the differentially expressed genes between each group. Gene expression heatmap was composed using Metaboanalyst 6.0 (Pang et al., 2024). Gene interaction map and cluster K-cluster analysis was performed using STRING tool (Szklarczyk et al., 2023). The RNA-seq data were deposited in NCBI GEO repository (GEO: GSE234436). All GO network references appear in Tables S2–S4. The Gene Set Enrichment Analysis (GSEA) was performed using the Molecular Signatures Database (MSigDB v7.5.1, http://www.gsea-msigdb.org/gsea/msigdb) to identify significantly enriched pathways and gene sets, with a false discovery rate (FDR) q-value<0.25 considered statistically significant.

### Cell death assay

Cell death was quantified using the specialized Incucyte Cytotox NIR Dye (Sartorius, 4846). Arsenite (0.625 µM) and Cytotox dye (0.6 µM) were added to each well before imaging. Cells were imaged every 30 min in the Incucyte SX5 specialized incubator and microscope imaging system with the SX5 G/O/NIR optical module.

### Imaging

Wide-field fluorescence images were obtained using the CellSens system based on an Olympus IX83 fully motorized inverted microscope (60× UPlanXApo objective, 1.42 NA) fitted with a Prime BSI sCMOS camera (Teledyne) driven by the CellSens software. Colocalization analysis of two channels was performed using an ImageJ macro (Shav-Tal lab, BIU). SG area was analyzed using ImageJ. Live-cell imaging was carried out using the CellSense system with rapid wavelength switching. Cells were plated on glass-bottomed tissue culture plates (MatTek, Ashland, MA, USA) in medium containing 10% FBS. Imaging was carried out at 37°C, using an incubator that includes temperature and CO_2_ control (Life Imaging Services, Reinach, Switzerland). Live-cell movies were edited by ImageJ. Long-term imaging and analysis was done using the Incucyte system (Sartorius) with a 20× objective lens.

### Western blotting

Cells were washed in cold PBS, and proteins were extracted using immunoprecipitation (IP) lysis buffer (Thermo Fisher Scientific) containing 10 mM NaF (Sigma), 10 mM sodium orthovanadate (Sigma), 1 mM protease inhibitor cocktail (Sigma) and 1 mM PMSF (Sigma). The samples were then placed on ice for 20–25 min. The resulting lysate was centrifuged at 14,000 rpm (20,817 ***g***) for 10 min at 4°C. Then, 20–40 µg/µl of protein per lane was run on SDS-polyacrylamide gels and transferred to a nitrocellulose membrane (0.45 µm; Bio-Rad). The membrane was blocked in 5% BSA for 1 h at RT or overnight at 4°C, and then probed with a primary antibody for 2 h at RT followed by incubation with an HRP-conjugated goat anti-rabbit IgG (Abcam, ab7090) or goat anti-mouse IgG secondary antibody for 1 h at RT. For loading control, the membranes were reprobed with an anti-α-tubulin or an anti-β-actin antibody. Immunoreactive bands were detected using an enhanced chemiluminescence kit (ECL, Pierce). Antibodies used were anti-GLUT1 (ab40084; 1:1000), anti-Myc (9E10, SC-40; 1:1000), anti-SLCA15 (ab237704; 1:1000), anti-β-actin (Cell Signaling 4970L; 1:1000) and rabbit anti-α-tubulin (Abcam, ab4074; 1:000). Experiments were performed at least three times. To normalize the different bands to control conditions and obtain a relative value, the ratio of protein was calculated to the untreated group. Quantification of band intensity from the blots was done using ImageJ software (NIH, Bethesda, MD). Uncropped images of blots shown can be found in Fig. S8.

### Luciferase assay

Luciferase assays were performed in U2OS cells. 2.5×10^4^ cells were plated in 96-well plates 24 h prior to transfection. Cells were transfected with a MYC-binding site plasmid, containing four E-box regions (100 ng) and 50 ng of Renilla Luciferase pLR-TK vector (Promega). Transfection was performed using the PolyJet transfection reagent (SignaGen, SL100688) at 3:1 PolyJet: DNA ratio. Luciferase activity was measured after 24 h using the Dual-Glo^®^ Luciferase Assay System according to the manufacturer's instructions (Promega, E2980). Results were normalized to *Renilla* expression and data were then represented according to untreated Luciferase expression. Statistical analyses were carried out using the Prism 9 software (GraphPad). Two-way ANOVA with the indicated post test was performed to compare samples.

## Supplementary Material

10.1242/joces.263679_sup1 Supplementary information

Table S2. Gene networks altered by starvation. GO details of networks altered in EBSS+VBL with arsenite treatment, compared to arsenite treated cells

Table S3. Heatmap of gene networks after glutamine recovery. GO details of the 1000 most altered networks in EBSS+VBL+ Glutamine with arsenite treated cells compared to cells that did not receive glutamine recovery.

Table S4. STRING network clusters after glutamine recovery. GO details of STRING network clusters altered in EBSS+VBL+ Glutamine with arsenite treated cells compared to cells that did not receive glutamine recovery.

# Supplementary material for: Glutamine modulates stress granule formation in cancer cells through core RNA-binding proteins
**Source:** J Cell Sci. 2025 Jun 6;138(11):jcs263679. doi: 10.1242/jcs.263679
**Supplement:** Supplementary information

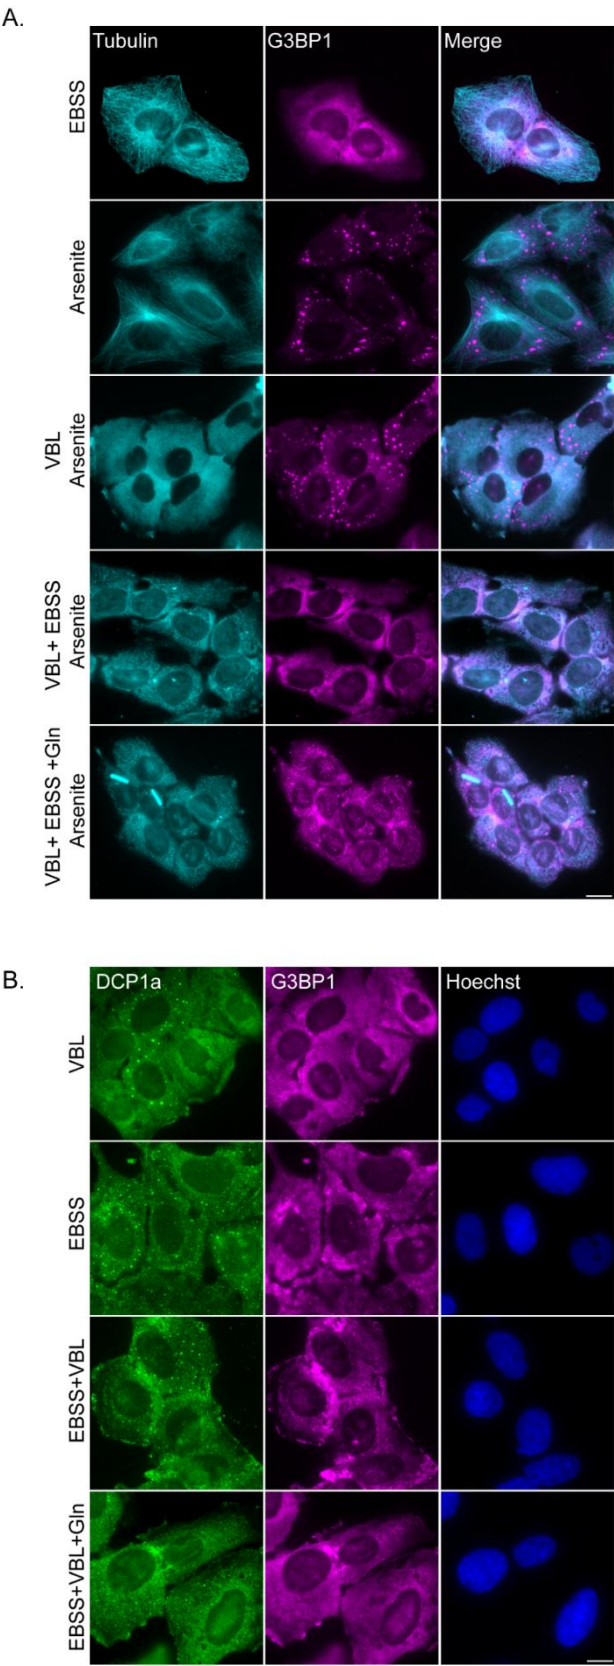

Fig. S1. Examining the effects of treatments on cytoskeletal integrity and

SG formation. (A) U2OS cells were stained by immunofluorescence with anti- α tubulin as a microtubule marker (green) and anti-G3BP1 as a SG marker (magenta). VBL dismantled MTs, while arsenite treatment did not. VBL could re-polymerize free tubulin into paracrystals (rod-shaped structures). Hoechst 33342 DNA stain is shown in blue. Scale bar, 20 μ m. **(B)** U2OS cells stained by immunofluorescence with anti-Dcp1a as a PB marker (green) and anti-G3BP1 as a SG marker (magenta) show no SGs forming without the addition of arsenite. Hoechst 33342 DNA stain is shown in blue. Scale bar, 20 μ m.

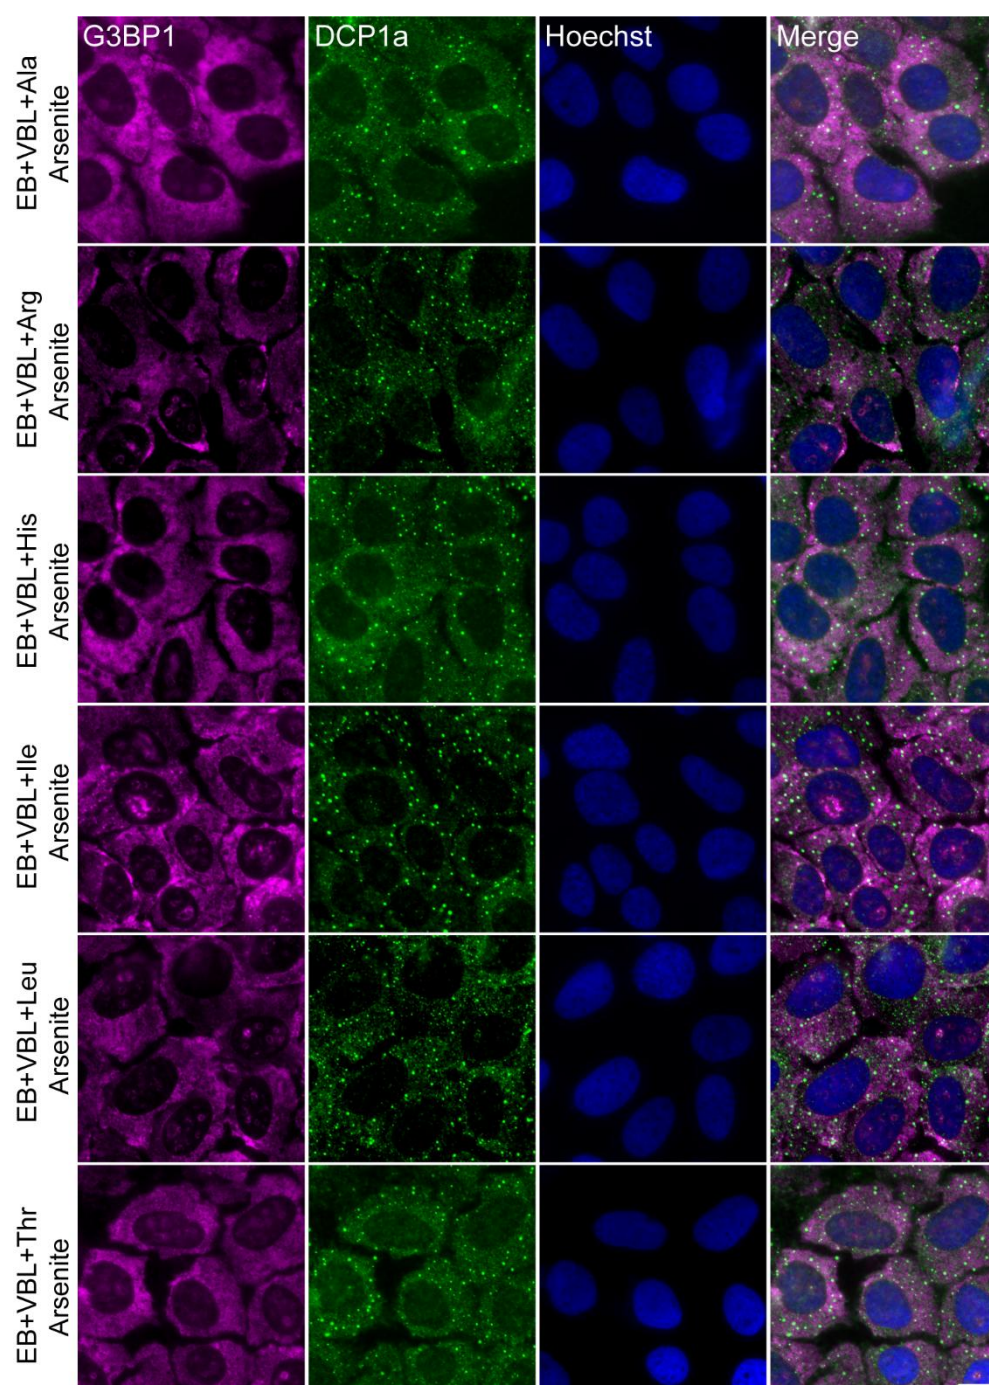

Fig. S2. Screening the effects of various AAs on SG formation in starved

cells. U2OS cells stained by immunofluorescence with anti-G3BP1 as a SG marker (magenta) and anti-Dcp1a as a PB marker (green). Cells treated with AA-starvation (EB, EBSS) + VBL before arsenite treatment, with a single AA added to the cell culture. None of the screened AAs yielded SG formation. Hoechst 33342 DNA stain is shown in blue. Scale bar, 20 μ m.

Fig. S3. Screening for SG formation in various cell lines after glutamine

supplementation. Additional screened cell lines under various treatments were stained with anti-G3BP1 as a SG marker (magenta) and anti-Dcp1a as a PB marker (green). E9 mouse epithelial cells, along with PY2T mouse cancerous epithelial cells both originating from breast/mammary gland were examined under various treatments. In each case, AA-starved (EB) + VBL treated cells before arsenite induction failed to form SGs. When glutamine was added to the starved cells, cancerous cells could utilize glutamine to form SGs, while non-cancerous cells could not. HCT116 were also subjected to the same treatments, and the cancerous cell line rescued the SG phenotype after glutamine supplementation. Hoechst 33342 DNA stain is shown in blue. Scale bar, 20 μ m. For quantifications of the cell population positive to SGs, data were analyzed using one-way ANOVA (ns= nonsignificant, *** P <0.001, **** P <0.0001).

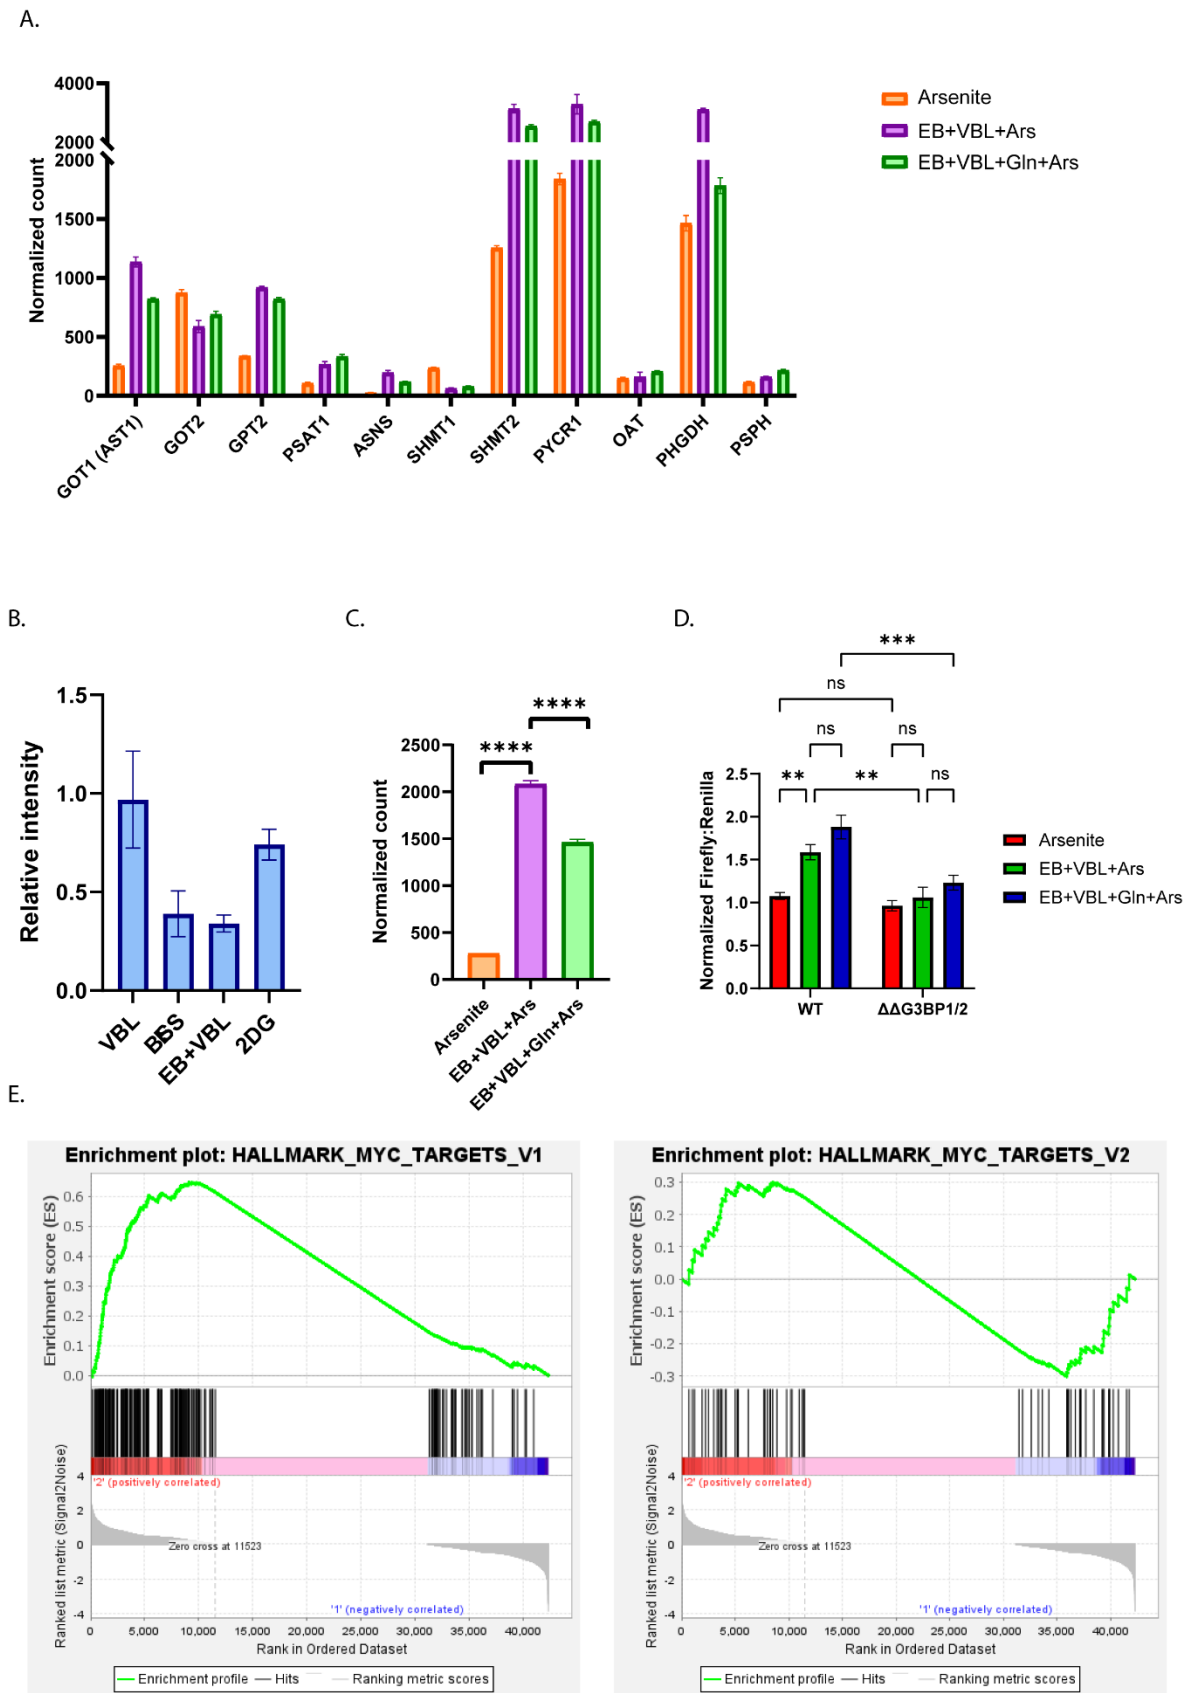

Fig. S4. Measuring gene expression levels of genes involved in metabolic

mechanisms. (A) NGS normalized counts of multiple genes involved in AA synthesis. 

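Of the 11 AA synthesis genes of Fig. S4A, 7 were higher and 1 was lower in EBSS+VBL+Ars than in Ars cells, also when adjusted over the list alone (camera, adjusted p = 0.00458, and 0.0875 with an estimated correlation). The paper shows these genes for the same libraries, so this p is not independent support. PYCR1, 1 of the 7, was under 1.5-fold with quantile normalization (log2 0.56). ASNS, which makes asparagine from aspartate and glutamine, rose from 25.7 ± 5.73 (SD, n = 3) to 197 ± 32.8 (SD, n = 3) normalized counts, a log2 fold change of 2.90 (standard error 0.18, adjusted p = 1.38e-10 from limma). The transaminase gene GOT1 rose from 256 ± 22.3 to 1140 ± 73.3, and SHMT2, a mitochondrial enzyme that makes glycine from serine, from 1260 ± 29.1 to 3140 ± 252. SHMT1, its cytosolic counterpart, fell from 238 ± 7.52 to 62.2 ± 10.2 normalized counts. OAT, at 150 ± 9.88 and 161 ± 69.1, did not pass the test, and GOT2 and PSPH were under 1.5-fold. GOT2 was called lower with libraries rescaled to equal totals (log2 -0.76), with quantile normalization (-0.83), with edgeR (-0.59), without Ars replicate 1 (-0.62) and without EBSS+VBL+Ars replicate 1 (-0.70).

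In EBSS+VBL+Gln+Ars against Ars cells, 6 of the 11 genes were higher and 1 was lower. ASNS was at 119 ± 11.3 normalized counts with glutamine, GOT1 at 823 ± 12.6 and SHMT2 at 2550 ± 93.6. Between EBSS+VBL+Gln+Ars and EBSS+VBL+Ars cells, none was higher and 2 were lower, also when adjusted over the list alone (camera, adjusted p = 0.531). With libraries rescaled to equal totals PSAT1, SHMT1, OAT and PSPH were called higher (log2 0.62, 0.65, 0.73 and 0.72), as was OAT without EBSS+VBL+Ars replicate 1 (0.76). PHGDH, the first enzyme of serine synthesis, went from 1460 ± 113 in Ars cells to 3110 ± 58.1 in starved cells and fell to 1780 ± 116 with glutamine. Its log2 fold change with glutamine was -0.80 (standard error 0.10, adjusted p = 2.01e-05 from limma), and it was under 1.5-fold with libraries rescaled to equal totals (-0.52) and with quantile normalization (-0.51), as was that of ASNS with equal totals (-0.43 in place of -0.71).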

Most genes showed an increase after AA-starvation +VBL with and without glutamine, indicating cellular response to severe lack of available AAs. **(B)** ATP measurements under the different treatment conditions. ATP measurements here are only slightly elevated compared to treatment groups that were also administered arsenite. **(C)** NGS counts of *MYC* transcripts under various treatments. Data analyzed using one-way ANOVA (**** $P < 0.0001$). **(D)** Luciferase assay with an E-box *MYC* binding site repeat sequence. EB+VBL and glutamine supplemented groups show increased *MYC* binding activity, while G3BP1/2 knock-out cells (DKO) show little increased activity across treatments. Data analyzed using one-way ANOVA (** $P < 0.01$). **(E)** GSEA enrichment plots showing *MYC* target sets upregulated when comparing AA starved (EB) +VBL groups to those that received the glutamine supplement. While each set shows elevated *MYC* gene expression and increased *MYC* target sets, one prioritizes 'V1' (EB+VBL+Gln+Ars, left), while the other 'V2' (EB+VBL+Ars, right).

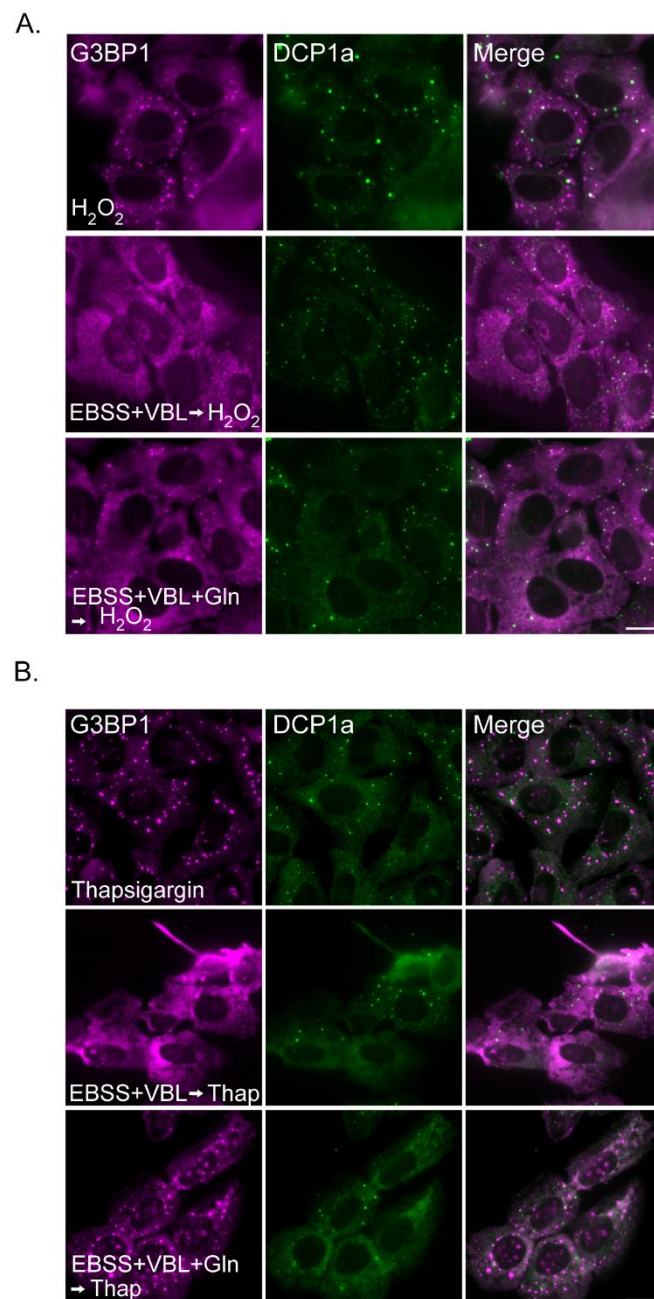

Fig. S5. The response of U2OS to other stressors. U2OS cells stained by immunofluorescence with anti-G3BP1 as a SG marker (magenta) and anti-Dcp1a as a PB marker (green). Cells treated with **(A)** hydrogen peroxide (H_2O_2), with AA-starvation (EB, EBSS) + VBL before treatment, or with glutamine added to the cell culture. **(B)** Cells were treated with the ER stressor thapsigargin, along with the same starvations and glutamine addition. Scale bar, 20 μm .

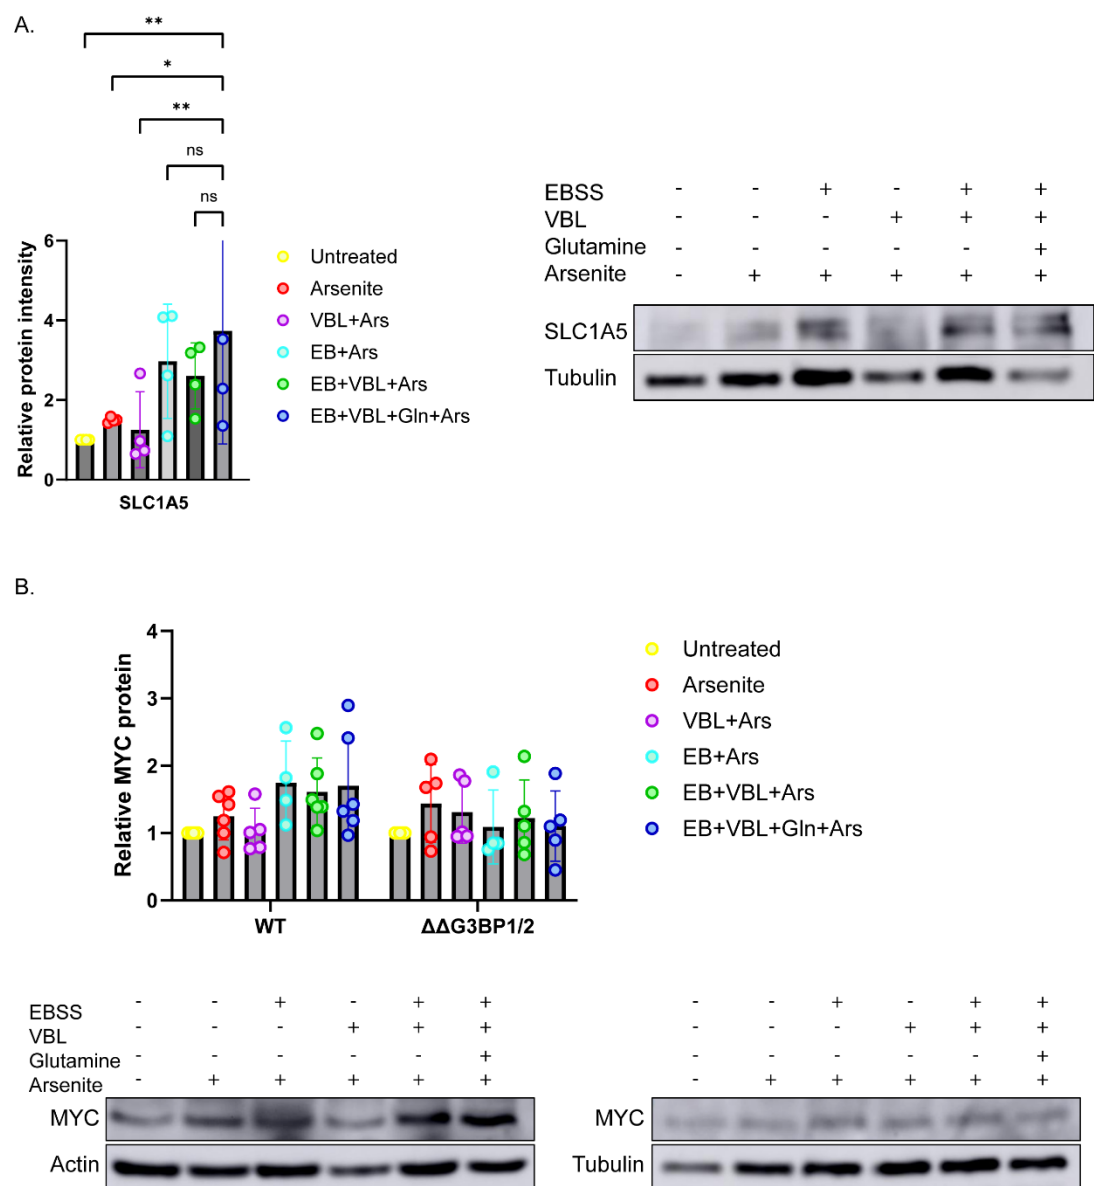

Fig. S6. Western blot analysis for proteins involved in the response to starvation. (A) Western blot quantification of the SLC1A5 glutamine transporter. All cell groups exposed to chronic AA starvation show elevation of the transporter. (B) Western blot quantification of the MYC protein in WT (left blots) and G3BP1/2 KO (right blots) cells. AA-starved cell groups show a mild increase in MYC expression, while KO cells do not show any change after chronic starvation or glutamine supplement.

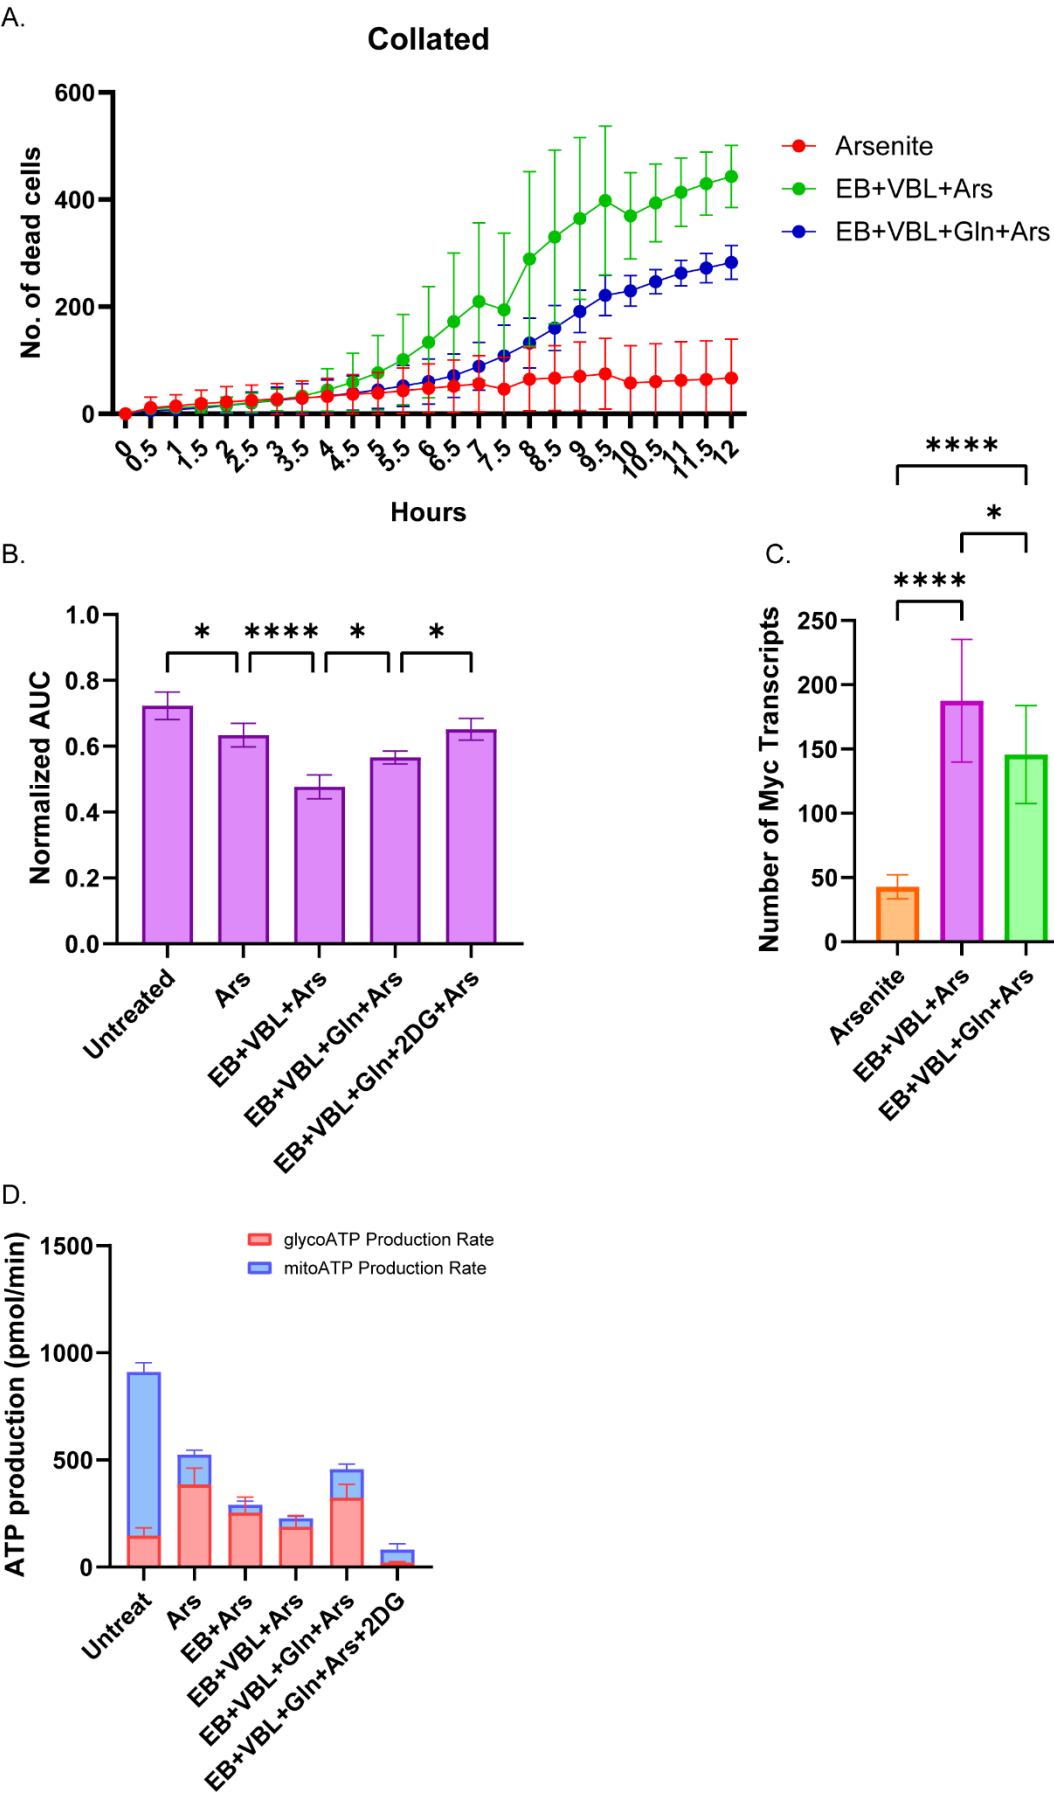

Fig. S7. GFP-G3BP1 genetic rescue of core SG protein after knockout. (A)

Quantifications of dead cells over time measured by the Cytotox NIR dye under various treatments and arsenite exposure (0.625 μ M) in $\Delta\Delta$ G3BP1/2 U2OS cells stably expressing GFP-G3BP1. Cells after genetic rescue show similar cell death to WT cells (n=4). **(B)** NBDG glucose uptake assay in $\Delta\Delta$ G3BP1/2 cells expressing GFP-G3BP1. Glucose uptake is somewhat elevated compared to WT cells, but similar to WT cells demonstrate a significant reduction after arsenite and less glucose uptake compared to $\Delta\Delta$ G3BP1/2 cells. Data analyzed using one-way ANOVA (* P <0.05, **** P <0.0001). **(C)** Quantification of *MYC* transcripts using smRNA FISH in $\Delta\Delta$ G3BP1/2 cells expressing GFP-G3BP1. Rescue cells show a similar pattern of expression to WT cells. **(D)** Seahorse XF ATP rate assay for quantifying ATP and dividing into glycolytic (red) and mitochondrial (blue) fractions in $\Delta\Delta$ G3BP1/2 cells expressing GFP-G3BP1. Rescue cells show a similar pattern to WT cells, and show an increase in mitochondrial ATP after glutamine addition, something not seen in $\Delta\Delta$ G3BP1/2 cells.

MYC-WT

MYC-WT- Actin loading control

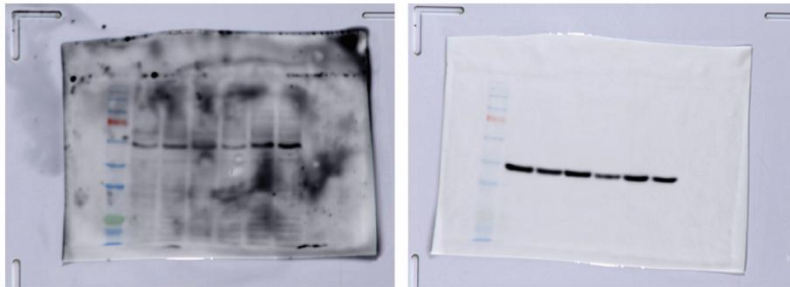

SLC1A5-WT

SLC1A5-WT Tubulin loading control

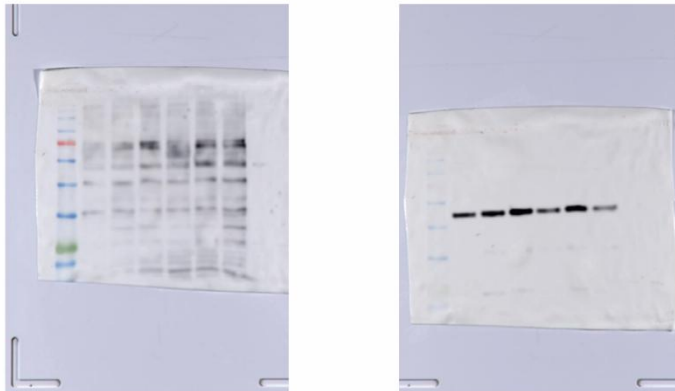

G3BP1- DKO MYC

G3BP1-DKO Tubulin loading control

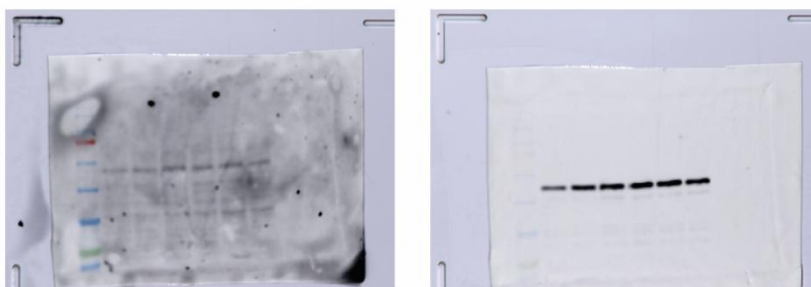

Fig. S8. Original western blot images for blot transparency

Table S1. (A) Overview of effect of treatments on SG morphology. **(B)** Outline of treatment durations and order of administration.

A.

Treatment	Description	Effect on SGs
Arsenite	Induces oxidative stress	Forms large SGs
EBSS	AA and nutrient deprived medium	Limits SG number but does not prevent
VBL	Disrupts MT network	Induces many scattered and small SGs
EBSS+VBL	-	Inhibits SG formation
Glutamine (Gln)	AA, upon which cancer is heavily reliant	When added to EBSS+VBL treated cells rescues SGs
2-Deoxy-Glucose (2DG)	ATP inhibitor, nonfunctional glucose analogue	Blocks any recovery from glutamine rescue

B.

EBSS/VBL/Gln

2DG

Arsenite

Fixation

18 hours

20 min

45 min

Table S2. Gene networks altered by starvation. GO details of networks altered in EBSS+VBL with arsenite treatment, compared to arsenite treated cells

Available for download at
<https://journals.biologists.com/jcs/article-lookup/doi/10.1242/jcs.263679#supplementary-data>

Table S3. Heatmap of gene networks after glutamine recovery. GO details of the 1000 most altered networks in EBSS+VBL+ Glutamine with arsenite treated cells compared to cells that did not receive glutamine recovery.

Available for download at
<https://journals.biologists.com/jcs/article-lookup/doi/10.1242/jcs.263679#supplementary-data>

Table S4. STRING network clusters after glutamine recovery. GO details of STRING network clusters altered in EBSS+VBL+ Glutamine with arsenite treated cells compared to cells that did not receive glutamine recovery.

Available for download at
<https://journals.biologists.com/jcs/article-lookup/doi/10.1242/jcs.263679#supplementary-data>

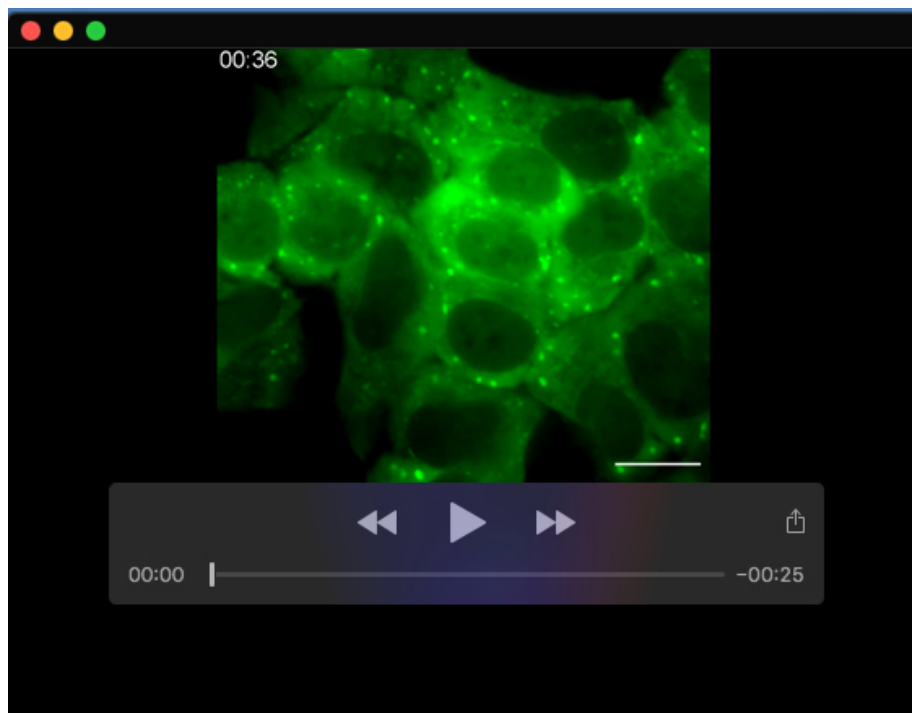

Movie 1. Live cell imaging of SG formation under arsenite treatment. Movie of GFP-IGF2BP3 expressing U2OS cells imaged for 68 min every 4 min showing the formation of SG-positive cells over time during arsenite treatment. Most cells form SGs. Bar 20 μ m.

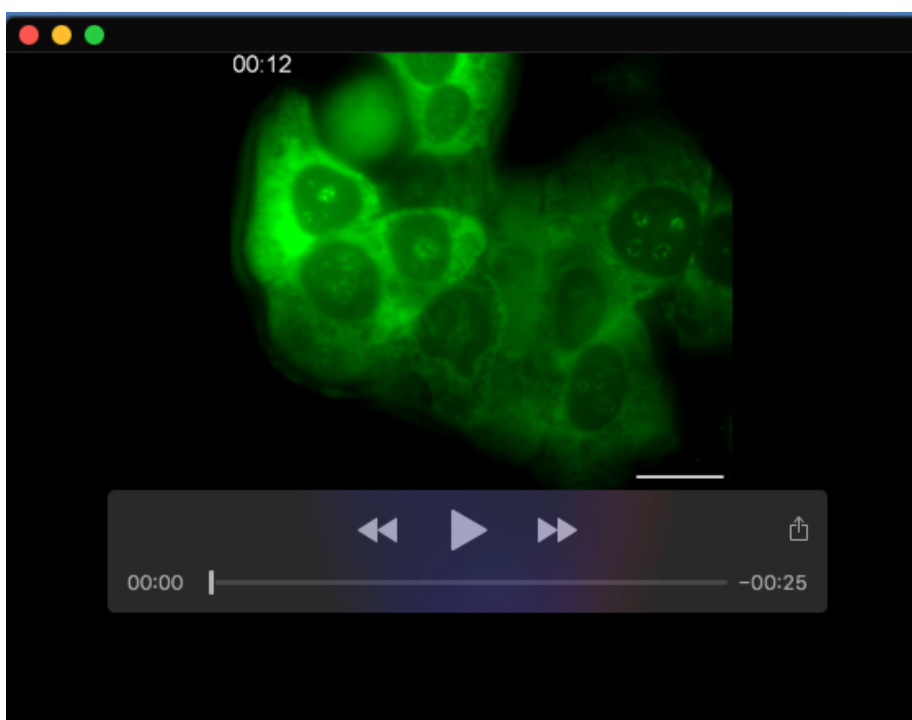

Movie 2. Live cell imaging of SG formation under amino acid starvation and arsenite treatment. Movie of GFP-IGF2BP3 expressing U2OS cells imaged for 68 min every 4 min showing the formation of SG-positive cells over time in cells treated with amino acid starvation (EBSS)+VBL followed by arsenite. Very few cells succeed in forming SGs. Bar 20 μ m.

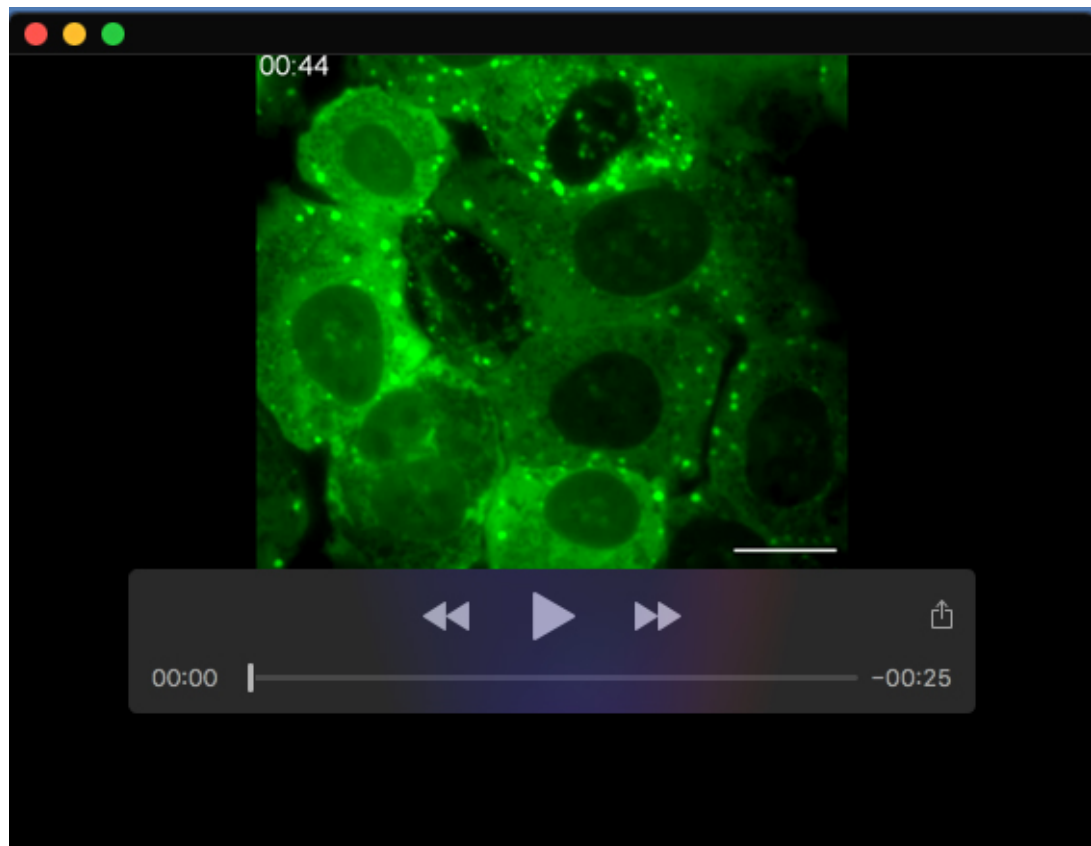

Movie 3. Live cell imaging of SG formation under glutamine recovery and arsenite treatment.

Movie of GFP-IGF2BP3 expressing U2OS cells imaged for 68 min every 4 min showing the formation of SG-positive cells over time in cells treated with amino acid starvation (EBSS)+VBL and glutamine followed by arsenite. Most cells form SGs. Bar 20 μ m.

How the deposited data were processed for this re-analysis (not part of the article)

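RNA from U2OS osteosarcoma cells was sequenced in 10 libraries, 3 each of Ars, EBSS+VBL+Ars and EBSS+VBL+Gln+Ars cells and 1 of untreated cells. According to the paper's methods and the sample labels, the authors depleted ribosomal RNA, aligned the reads to hg38 with STAR, counted them per gene with HTSeq and normalized the counts with DESeq2. Versions of these tools and the annotation release were not given in the sources used here. The signal values, as deposited by the authors, are normalized counts, one per gene and library, with no pooling of replicates. Each library's values were checked to be whole multiples of one step, within 0.01 reads, and 100% of values were. Dividing by that step gave the reads counted on each gene. The recovered reads were 3538017 to 7019842 per library, and the share of reads taken by RN7SL1 was 7.88 to 20.2%.

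The main test used the deposited normalized counts. Of 60671 genes, the 12971 with a mean of at least 10 normalized counts over the 9 replicated libraries were tested on log2(normalized count + 1) with limma (lmFit, contrasts.fit and eBayes with a trend). All 3 groups shared one estimate of the spread, with no block for the replicate number. Libraries of the same number were not taken as pairs. The correlation of their deviations from the group means was -0.06 to 0.31 and over 0.1 for 4 of 9 such pairs, among them all 3 pairs of replicate 2 (0.15 to 0.22), and it was -0.31 to 0.21 for the 18 pairs of different numbers. P-values were two-sided and adjusted by Benjamini-Hochberg over the genes tested, and a gene was called at an adjusted p under 0.05 and a change of at least 1.5-fold, the paper's thresholds. EBSS+VBL+Ars was compared with Ars, EBSS+VBL+Gln+Ars with EBSS+VBL+Ars, and EBSS+VBL+Gln+Ars with Ars. Gene IDs were matched to GENCODE, on the same hg38 build as the paper's, for symbols, coordinates, and the GC content and length of transcripts, and 60401 of 60671 IDs matched. Of the genes tested 11433 were protein coding and 12960 had a GC content.

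Gene lists were written by hand for the cell line, the treatments and the pathways the paper names. Of 49 lists, the 46 with at least 5 genes tested were tested with camera from limma at a preset correlation of 0.01, adjusted over the lists of each comparison, and members called were counted with adjustment over all genes and over the list alone. The lists of glutamine transporters, glucose transporters and AA synthesis hold the genes that Figs 5C, 5E and S4A show for these libraries. Tests of these lists on the same libraries are therefore not independent support. The MYC target lists were written after the Hallmark sets and were not checked against the release the paper used. Their enrichment scores used signal-to-noise with a weight of 1 over all listed genes and 10000 random lists of the same size. Reversal by glutamine was set beside 20 simulations of unchanged groups that share libraries. The test was tested on simulated data with 200 changed genes. The untreated library has no replicate and no test. It was compared with the mean of the 3 Ars libraries for genes with a mean of at least 100 normalized counts, with Poisson 95% intervals that cover counting error only.

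The comparisons, tests, thresholds, gene lists and the rule for naming genes were set before the data were examined. That rule names the genes the paper names or shows for these libraries (whose values in Figs 5C, 5E, S4A and S4C had been seen), the 10 largest rises and 10 largest falls among called genes with a mean of at least 100 normalized counts and groups that do not overlap, up to 4 members of each list with the smallest p, and the 10 largest differences each way for the untreated library. Alternatives set at the same time were pseudocounts of 0.5 and 5, no filter and a minimum mean of 50, libraries rescaled to equal totals, quantile normalization, only the 2 groups compared, the replicate number as a block, edgeR and DESeq2 on recovered reads, no minimum fold, each library left out in turn, an estimated correlation and fry for lists, and other rankings for the enrichment scores. Removal of each library's trend with GC content or transcript length, and signal-to-noise over genes above 0 in at least 1 library, were chosen after seeing the data. The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9. Pathway enrichment with Metascape and the STRING network were not repeated here.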

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

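The tests of tubulin paralogs and of library preparation by library number were chosen only after the results they concern were seen, as were the removal of trends with GC content and length as alternative settings, while the predictions for those 2 trends were written before their results.

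The untreated library, which the paper's RNA-seq panels do not show, differed from all 3 Ars libraries in the same direction and by at least 2-fold in 728 of 6132 genes compared, 343 higher and 385 lower in Ars cells. The untreated library has no replicate, so the difference was not tested.

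The genes called between EBSS+VBL+Gln+Ars and EBSS+VBL+Ars cells followed the GC content of their transcripts, with a Pearson correlation of -0.39 across genes, which are not independent replicates. After each library's trend with GC content was removed, 59.2% of the 2201 called genes were still called in the same direction. This argues against the trend as the whole cause, while the calls of the other genes ended. The sampling error of that share, 1.05, treats genes as independent and does not measure the spread between libraries. A call can end by the fold alone. That of SLC1A5 did, with a log2 fold change that went from -0.68 to -0.44 (adjusted p = 0.00206 from limma after the removal). After removal of the trend with transcript length 91.5% were still called in the same direction. The lowest correlation between deviations of the replicate 3 libraries from their group means was -0.06, but each group holds 1 such library, so this value does not bear on library preparation by library number. Replicate 3 of every group carries lower numbers in the labels than replicates 1 and 2, so a difference between these runs of numbers is balanced over the groups. All 2201 calls were kept with the replicate block. Within each run the numbers follow the order of the groups, so an effect of that order and glutamine cannot be told apart for these genes. The labels do not say that the numbers mark preparation. An effect of glutamine itself stays open, and part of the calls may still come from a technical difference in GC content.

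Genes of alpha- and beta-tubulin, which the paper does not discuss, had a median log2 change of -1.35 in EBSS+VBL+Ars against Ars cells, with 9 of 10 lower and none higher (camera, adjusted p = 1.25e-07, and 0.0465 with an estimated correlation). The summed tubulin values were 39600 ± 1070 (SD, n = 3) in Ars, 10600 ± 561 in EBSS+VBL+Ars and 10200 ± 466 in EBSS+VBL+Gln+Ars cells. The sum changed by -1.90 on the log2 scale, where reads that only moved between paralogs would leave it unchanged. The median change of EBSS+VBL+Gln+Ars against Ars cells was 123% of that of EBSS+VBL+Ars against Ars cells, in line with a factor shared by both starved groups, such as vinblastine. Vinblastine, lack of AAs and lack of serum were given together in these libraries, so which of them acts was not tested.

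The chemokine genes CCL3 and CCL4, which the paper does not discuss, had log2 changes of 8.29 and 6.31 in EBSS+VBL+Ars against Ars cells. RNA from blood cells was weighed as a source. The summed values of 12 blood cell markers were at most 8.84 normalized counts in an EBSS+VBL+Ars library, or 1.28% of the mean of CCL3, and the highest values of PTPRC, CD14 and LYZ there were 2.25, 0 and 0, which argues against that source. Expression by the U2OS cells under starvation with vinblastine stays open as a hypothesis, found and tested on the same data. The untreated library, with no replicate, had 23.8 normalized counts of CCL3 and 1.90 of CCL4, against means of 1.27 and 1.35 in Ars cells.

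The splits of each 6 libraries into 3 and 3 number 10, too few for a share under 0.05. Every split but the real one mixes the groups unequally. It keeps part of their difference and adds the rest to the spread, so its count is not a chance level. For genes, 1 split, the real one, gave a count as large in each comparison, with 5548, 2201 and 4124 genes and a highest other count of 0. For gene lists, the real split called 24 lists with starvation, and the highest other 19, so that 1 split was as large. With glutamine the real split called 18 lists and the highest other 19, so that 2 splits were as large.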

How the results depend on the processing

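Removal of trends with GC content or transcript length and the enrichment score over genes above 0 were chosen only after the results were seen. No call of a gene or gene list reversed its direction under any alternative run. Of 415 results of named genes, 13 changed sign under at least 1 alternative, none of them called, among them SLC38A2 with glutamine (log2 -0.24, and 0.05 with libraries rescaled to equal totals and 0.06 with quantile normalization). The enrichment score of MYC targets V2, which passed no test, also changed sign.

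Between EBSS+VBL+Ars and Ars cells 5548 genes were called, and the alternatives gave 3635 to 7306. Between EBSS+VBL+Gln+Ars and EBSS+VBL+Ars cells there were 2201, with a range of 1513 to 3729, and between EBSS+VBL+Gln+Ars and Ars cells 4124, with a range of 2723 to 5804. With a minimum mean of 50, which leaves 8622 genes to test, 3635 genes were called with starvation and 2723 between EBSS+VBL+Gln+Ars and Ars cells. With no minimum fold 3729 were called with glutamine, by construction. With the replicate block the counts were 5634, 2385 and 4223. Leaving out 1 library gave 5220 to 5821, 1705 to 3012 and 3809 to 4229.

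With libraries rescaled to equal totals the median log2 fold change of all genes in the 3 comparisons was -0.16, 0.28 and 0.12. It was 0.02, 0 and 0.02 in the main fit. Rescaling gave 2076 higher and 3617 lower genes with starvation and 2836 higher and 330 lower with glutamine. Of the 1000 genes with the smallest p, 331 were higher with glutamine, and 848 with equal totals. The cause was not tested. Without 1 library the number was 301 to 411. Of the genes called with glutamine, 64.8% kept their call with equal totals, 79.2% with DESeq2, 73.6% with quantile normalization and 59.2% after removal of the GC trend. The share of starvation calls reversed by glutamine, 26.8%, was 21.1 to 35.5% over the alternatives and 20.9 to 34.6% without 1 library.

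Of the gene lists 42 were called over both comparisons, 5 with an estimated correlation and 64 with fry, which asks another question. The cause was not tested beyond these settings. Without 1 library 38 to 43 were called. The list tests use no minimum fold, so that alternative was not run for them. Of 415 results of named genes, 31 lost and 39 gained their call with equal totals, and 35 lost and 7 gained it after removal of the GC trend. The enrichment score of MYC targets V1 was 0.49 to 0.68 over the alternatives and 0.62 to 0.72 without 1 library. That of MYC targets V2 ranged from -0.25 to 0.35 and from -0.36 to 0.37. Counts for the untreated library were 689 to 740, and 721 to 743 without 1 Ars library. In simulated data with 200 changed genes, 22.4 to 35.4% of 1.5-fold changes were found, which limits what the absence of a call says. Many more genes were called in the data, where the share found may differ.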

Differences from the paper's values

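No test in this part was chosen after the results were seen. The paper examined pathways by enrichment with Metascape and STRING over its differentially expressed genes, which was not repeated here. The lists below were written by hand and hold other sets of genes. A list that was not called therefore does not show that the paper's pathway was unchanged.

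The paper states about 45 M reads per sample, and the median of the reads recovered on genes is 5.15 M (M for mega). These measure different steps, since reads that were not counted on a gene are not in the values, and none of the alternatives set before the data were examined changes the recovered number. Of 67 values compared, 63 were gene means of 21 genes read from figures, and none of these differed by more than 1.08 times.

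The paper states that inflammation pathways were reduced with glutamine. Of 21 NF-kB and cytokine genes, 8 were higher with glutamine and none was lower (camera, adjusted p = 0.000889, and 0.140 with an estimated correlation), and of 10 interferon-stimulated genes 2 were higher and none was lower. IL24 and CCL3 fell with glutamine, with log2 fold changes of -2.11 and -0.88. No setting called the NF-kB list lower.

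The paper states that mitophagy genes decreased with glutamine. Of 14, 1 was higher and 1 lower, with a median log2 change of 0.18 (camera, adjusted p = 0.464). AMBRA1 was the gene that was lower, and FKBP8 was also called lower without EBSS+VBL+Ars replicate 1 (log2 -0.59), while PHB2 was called higher with libraries rescaled to equal totals (0.68) and with quantile normalization (0.64). The list passed only with fry (adjusted p = 0.0384), in the direction of its median. The paper also states a rise in mitochondrial transport genes, of which only protein import was listed here. Of 18 import genes limma called none, and edgeR and DESeq2 each called 1 (camera, adjusted p = 0.185). That list was called higher with libraries rescaled to equal totals (adjusted p = 0.0433), with quantile normalization (0.0146) and with DESeq2 (0.0277), and 4 of 30 mitochondrial translation genes were higher.

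The paper states that starved cells were enriched in MYC targets V2 relative to cells with glutamine. The enrichment score was 0.33 on the side of glutamine, and the list was not called between these groups (camera, adjusted p = 0.792). The score was on the side of starvation without EBSS+VBL+Gln+Ars replicate 2 (-0.36) and with the moderated t and the replicate block (-0.25). Both lay within the range that held 95% of random lists. Between starved and Ars cells 25 of 57 members were higher and 6 lower.

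The paper states a ratio for SLC1A5 over other glutamine transporters. In starved cells SLC1A5 was 6.17 to 17.5 times SLC38A1, SLC38A2 and SLC38A7, and 2.62 times its own level in Ars cells. The paper describes other glucose transporters as low, and SLC2A3 was at 307 ± 46.0 (SD, n = 3) normalized counts in starved cells while 4 of the other 5 listed were lower than in Ars cells. The paper states a lower MYC level with glutamine, which it also measured by single-molecule RNA FISH. MYC was lower here as well, with a log2 fold change of -0.51 that is under 1.5-fold and is called with no minimum fold. For RNA processing, the lists of splicing (camera, adjusted p = 0.871) and the RNA exosome (0.215) were not called with glutamine, though 5 of 13 exosome genes were higher. Ribosome biogenesis (camera, adjusted p = 0.231) was called higher only with quantile normalization (0.00255).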

Other observations

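No hypothesis is offered in this part, and of its tests only the removal of trends with GC content and length was chosen after the results were seen.

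G3BP1 and G3BP2, core proteins of SGs, were not called. G3BP1 was at 561 ± 48.7 (SD, n = 3) normalized counts in Ars, 607 ± 83.4 in EBSS+VBL+Ars and 693 ± 7.81 in EBSS+VBL+Gln+Ars cells, and G3BP2 at 204 ± 28.2, 249 ± 42.3 and 226 ± 16.5. Of 21 SG genes, 5 were higher and 3 lower with starvation (camera, adjusted p = 0.672), and 2 were higher and none was lower with glutamine (camera, adjusted p = 0.827), though FXR2 was called lower without EBSS+VBL+Ars replicate 2 (log2 -0.62). TIA1, an RNA-binding protein of SGs, fell by 1.60 on the log2 scale with starvation (adjusted p = 3.11e-07 from limma) and rose by 1.25 with glutamine. CAPRIN1, a partner of G3BP1, had log2 changes of -1.18 and 0.60, the second under 1.5-fold with edgeR (0.57), with DESeq2 (0.56), after removal of the trends with GC content (0.41) and length (0.57), without EBSS+VBL+Ars replicate 2 (0.40) or 3 (0.57) and without EBSS+VBL+Gln+Ars replicate 1 (0.55) or 3 (0.58). Of 12 P-body genes 3 were higher and none lower with starvation (camera, adjusted p = 0.578), though PATL1 was called lower with libraries rescaled to equal totals (log2 -0.61).

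Other lists with starvation gave 3 of 18 NRF2 targets higher and 7 lower (camera, adjusted p = 0.0335, and 0.139 with an estimated correlation) and 1 of 15 heat shock genes higher and 2 lower (0.363). Of 5 genes tested in the metallothionein list, which also holds the zinc transporter gene SLC30A1, 2 were lower (0.373), MT1G and SLC30A1. SLC30A1 was under 1.5-fold after removal of the GC trend (log2 -0.54), without Ars replicate 2 (-0.54) and without EBSS+VBL+Ars replicate 1 (-0.52). Glutathione genes had 4 of 23 higher and 10 lower (11 lower when adjusted over the list alone, 0.0989, and 0.0268 with no filter on low values), and FOXO targets 7 of 15 higher and 4 lower (0.237). The higher heat shock gene, HSPA1A, was under 1.5-fold with libraries rescaled to equal totals (log2 0.42), with quantile normalization (0.34), after removal of the GC trend (0.53), without Ars replicate 1 (0.52) and without EBSS+VBL+Ars replicate 2 (0.47) or 3 (0.56). STIP1, another heat shock gene, was called lower with equal totals (-0.72), with quantile normalization (-0.82) and without EBSS+VBL+Ars replicate 1 (-0.64) or 2 (-0.59). Of 20 aminoacyl-tRNA synthetases 11 were higher and 1 lower (0.000193, and 0.224 with an estimated correlation). Of 30 mitochondrial translation genes 7 were lower (0.0383), a call lost without Ars replicate 1 (0.0803), without EBSS+VBL+Ars replicate 2 (0.0772) or 3 (0.0688), after removal of the length trend (0.104) and with an estimated correlation (0.517). Of 13 histone genes, which may share reads, 5 were lower (0.0383), a call lost without Ars replicate 2 (0.0645) or 3 (0.0746), without EBSS+VBL+Ars replicate 1 (0.162), with a minimum mean of 50 (0.0561), with fry (0.0800) and with an estimated correlation (0.572).

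Lists not called with starvation by camera were fatty acid oxidation (5 of 16 lower, 0.150), glutamine-using enzymes (4 of 12 higher and 2 lower, 0.510), breakdown of branched-chain AAs (2 of 19 higher and 8 lower, 0.0776), mitochondrial import (4 of 18 higher and 4 lower, 0.895), mRNAs of mitochondrial DNA (2 of 13 higher and 1 lower, 0.770), the RNA exosome (3 of 13 higher and 5 lower, 0.864), ribosomal proteins (0 of 28, 0.811, and 0.0451 with quantile normalization), SRF and YAP targets (9 of 18 higher and 3 lower, 0.165, and 0.00119 with DESeq2 and 0.0178 with no filter on low values), extracellular matrix (6 of 23 higher and 9 lower, 0.227, and 0.0493 with quantile normalization) and bone development (2 of 10 higher and 2 lower, 0.844). Of 32 splicing genes 5 were lower (0.0777), and the list was called without EBSS+VBL+Ars replicate 1 (0.0384), with libraries rescaled to equal totals (0.0336) and with quantile normalization (0.00110). With glutamine, limma, edgeR and DESeq2 called none of 10 tubulins (0.493), 15 heat shock genes (0.792), 5 genes of the metallothionein list (0.827) and 12 P-body genes (0.531), with 6, 5, 3 and 3 members at an unadjusted p under 0.05. Under other settings limma called HSPB1 higher with libraries rescaled to equal totals (log2 0.85), with quantile normalization (0.86), after removal of the trends with GC content (0.86) and length (0.67), without EBSS+VBL+Ars replicate 2 (0.67) or 3 (0.61) and without EBSS+VBL+Gln+Ars replicate 3 (0.66). It called HSPA1A and HSPA1B lower without EBSS+VBL+Ars replicate 1 (-0.71 and -0.64) and without EBSS+VBL+Gln+Ars replicate 2 (-0.65 and -0.62), TUBA1A higher with equal totals (0.62) and TUBA4A lower with quantile normalization (-0.59). Glutathione genes had 3 of 23 higher and 1 lower (0.425), NRF2 targets 1 of 18 higher and 1 lower (0.862) and FOXO targets 1 of 15 higher and 2 lower (3 higher when adjusted over the list alone; 0.245). Both epithelial markers tested were lower with starvation, and of 5 endothelial markers 2 were higher and 1 lower (2 lower when adjusted over the list alone; 0.346). With glutamine limma called none of these 7, and edgeR called 1 endothelial marker, CDH5, which limma also called with a pseudocount of 5 (log2 0.75), with equal totals (1.19), with only the 2 groups compared (0.92) and after removal of the GC trend (1.05).

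In the untreated library, which has no replicate, the largest differences from Ars cells were those of HSPA6, at 0.951 normalized counts (Poisson 95% interval 0.0241 to 5.30) against 331 ± 108 (SD, n = 3) in Ars cells, MT1X, at 111 (92.0 to 133) against 5480 ± 721, and FOS, at 41.8 (30.4 to 56.2) against 1640 ± 298. HMOX1, an enzyme of heme breakdown, was at 219 (191 to 249) against 2020 ± 403, and HSPA1A, which may share reads with HSPA1B, at 168 (144 to 195) against 2070 ± 233. MARCHF4 was at 819 (765 to 875) against 109 ± 7.69 and KLF2 at 340 (306 to 378) against 60.9 ± 8.95. Of 40 lists, 11 had a median log2 difference (Ars minus untreated) above the range that held 95% of random lists of matched expression, 3 had one below it and 26 lay within it. Above were immediate early genes (0.83), lysosomal genes (0.65), fatty acid synthesis (0.64), heat shock genes (0.53), fatty acid oxidation (0.53), oxidative phosphorylation (0.52), ribosomal proteins (0.47), glutathione genes (0.46), extracellular matrix (0.43), NRF2 targets (0.36) and autophagy (0.31), and below were ribosome biogenesis (-0.84), MYC targets V2 (-0.65) and SRF and YAP targets (-0.46). For immediate early, heat shock, lysosomal and ribosome biogenesis genes the range was -0.38 to 0.35, -0.40 to 0.35, -0.28 to 0.26 and -0.31 to 0.24.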
